# Global gene expression profile progression in Gaucher disease mouse models

**DOI:** 10.1186/1471-2164-12-20

**Published:** 2011-01-11

**Authors:** You-Hai Xu, Li Jia, Brian Quinn, Matthew Zamzow, Keith Stringer, Bruce Aronow, Ying Sun, Wujuan Zhang, Kenneth DR Setchell, Gregory A Grabowski

## Abstract

**Background:**

Gaucher disease is caused by defective glucocerebrosidase activity and the consequent accumulation of glucosylceramide. The pathogenic pathways resulting from lipid laden macrophages (Gaucher cells) in visceral organs and their abnormal functions are obscure.

**Results:**

To elucidate this pathogenic pathway, developmental global gene expression analyses were conducted in distinct *Gba1 *point-mutated mice (V394L/V394L and D409 V/null). About 0.9 to 3% of genes had altered expression patterns (≥ ± 1.8 fold change), representing several categories, but particularly macrophage activation and immune response genes. Time course analyses (12 to 28 wk) of INFγ-regulated pro-inflammatory (13) and IL-4-regulated anti-inflammatory (11) cytokine/mediator networks showed tissue differential profiles in the lung and liver of the *Gba1 *mutant mice, implying that the lipid-storage macrophages were not functionally inert. The time course alterations of the INFγ and IL-4 pathways were similar, but varied in degree in these tissues and with the *Gba1 *mutation.

**Conclusions:**

Biochemical and pathological analyses demonstrated direct relationships between the degree of tissue glucosylceramides and the gene expression profile alterations. These analyses implicate IFNγ-regulated pro-inflammatory and IL-4-regulated anti-inflammatory networks in differential disease progression with implications for understanding the Gaucher disease course and pathophysiology.

## Background

Gaucher disease, an autosomal recessive disorder, is a common lysosomal storage disease. Insufficient activity of acid β-glucosidase (glucocerebrosidase, GCase, E.C.3.2.1.45) in all cells leads to the substrate accumulation including glucosylceramide and glucosylsphingosine, and the various clinical phenotypes. The pathologic hallmark of Gaucher disease is the presence of lipid laden macrophages, a.k.a., Gaucher cells, in visceral organs [1]. The macrophages are thought to be the primary visceral cells involved in all variants, and these cells become progressively numerous and engorged with glucosylceramide by phagocytic processes. By yet undefined mechanisms, this process leads to tissue dysfunction that can result in fibrosis and scarring during the later stages of the disease.

Some of these tissue changes have been attributed to "activation" of the engorged macrophages with subsequent release of inflammatory agents. Indeed, some Gaucher disease patients had increased levels of pro-inflammatory (i.e., TNFα, IL-6, IL-8, and IL-1β) and anti-inflammatory cytokines (i.e., CD14) in serum and/or tissues [2-4]. TNFα production has been suggested as a response to glucosylceramide accumulation in Gaucher disease patients [2]. Serum levels of M-CSF, sCD14 (a macrophage activation marker), and IL-8 can also be increased and correlations have been made with the severity of Gaucher disease [3]. An *in situ *study of spleen from a Gaucher disease patient showed increased expression of anti-inflammatory mediators in macrophages, including CCL18, CD163, chitotriosidase, IL-1Ra, and CD14 [5]. Such anti-inflammatory mediators are considered markers of alternatively activated macrophages (aamφ) [6-10] and implicate secreted cytokines as pathophysiological agents in Gaucher disease. Such studies also suggest a central role of glucosylceramide in altered macrophage function as an initiator of the disease pathogenesis.

How the insufficiency of GCase activity and the subsequent metabolic disturbances related to glucosylceramide and other sphingolipids (GSLs) could lead to such inflammatory imbalances remains obscure. However, the consequent imbalances of ceramide, sphingosine, and sphingosine 1-phosphate in Gaucher disease could affect immunologic responses, inflammation and cell proliferation [11-13]. These and other studies implicate profound systematic pathophysiological changes rather than simple lipid accumulation as the basis of the disease [1]. The pathologic manifestations of various organs suggest that the defective glucosylceramide hydrolysis and substrate accumulation in multiple organs affects numerous metabolic networks. Consequently, systematic transcriptome analyses could provide useful insights into the resultant molecular events underlying GCase deficiency and glucosylceramide storage as well as related tissue pathogenesis in Gaucher disease. In addition to visceral processes, some correlations of neuropathologic involvement with gene expression profiles in brains from neuronopathic Gaucher disease patients or *Gba1 *variant mice [14,15] provide isolated cross-sectional views of the disease processes. However, they have not provided insight into the dynamic or sequential nature of such pathophysiological progression.

Here, viable *Gba1 *point-mutated mice, V394L/V394L (4L) and D409 V/null (9 V/null), were used to explore the temporal and spatial profiles of tissue and *Gba1 *mutation-related gene expression by genome-wide mRNA microarrays and immunohistochemical analyses. Particular focus was on macrophage activation (classic and alternative) responses and IFNγ regulated pro-inflammatory or IL-4 regulated anti-inflammatory networks. These studies established a starting point for understanding the basis of the progressive pathophysiology in Gaucher disease at a molecular/tissue level.

## Results

### Phenotype of *Gba1 *V394L homozygotes (4L) and D409 V/null (9 V/null) mice

4L or 9 V/null mice appear phenotypically normal and have survived ~ 2 years. All mice have grossly normal behavior, reproduce, and show no gross evidence of CNS abnormalities. The residual GCase activity levels in visceral organs were 6-7% or 4-7% of WT in 4L or 9 V/null, respectively [16]. By LC-MS/MS analyses, accumulations of glucosylceramide were detected in 9 V/null lung and liver as early as at 4 wk (2- to 6-fold over the WT controls), and then progressed up to 33-fold during 12 to 28 wk and >40-fold at 52 wk (Figure 1). In 4L mice, glucosylceramide levels in lung and liver were 2- to 3-fold increased at 4 or 52 wk, respectively (Figure 1). Numerous large storage cells were observed in 9 V/null lungs (Figure 2) and to a lesser extent in liver at 12, 18, and 28 wk. Such cells were much smaller and less numerous in 4L lungs (Figure 2). The macrophage nature of storage cells was evidenced by their CD68 and F4/80 positivity (Figure 2).

**Figure 1:**
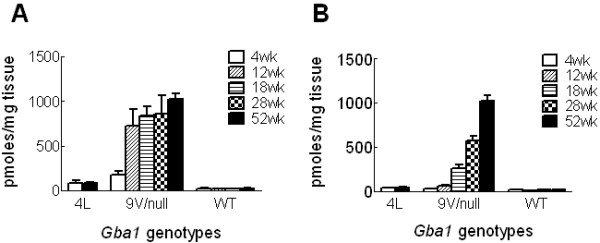
**Glucosylceramide in 9 V/null and 4L mice**. **A**: LC-MS/MS analyses showed an age dependent progressive accumulation of glucosylceramide in the lung of 9 V/null mice: 6-fold, 28- to 33-fold, and 40-fold greater than WT at 4, 12-28, and 52 wk, respectively. In the 4L lung, there was ~3-fold increase by 4 to 52 wk. **B**: Similar, progressive accumulation of liver glucosylceramide: 5-fold, 15-fold, 32-fold, and 46-fold greater than WT at 12, 18, 28, or 52 wk, respectively. Glucosylceramide levels in the liver of 4L were 2-fold increased over the WT.

**Figure 2:**
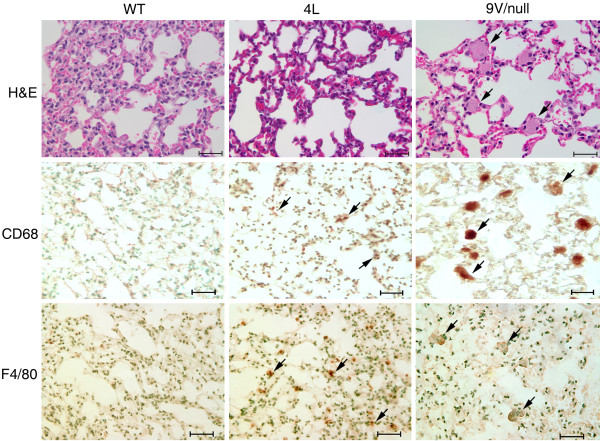
**Histology and immunohistology of lung from WT, 4L, and 9 V/null mice**. Lung sections were from 28-wk age-matched mice. Representative H&E sections showed no storage cells in the alveolar spaces of WT or 4L lungs, whereas abundant large storage cells were present in 9 V/null lung (e.g., arrows). Immunohistochemistry staining with CD68 and F4/80 antibodies showed large positively-staining storage cells in 9 V/null lung (e.g., arrows), i.e., macrophage origin. In comparison, 4L lung had a few, small CD68 and F4/80 positive cells (e.g., arrows). WT lungs did not exhibit positive-staining cells. The scale bars are 20 μm. Magnification = 400×.

### Differential gene expression in tissues from Gaucher mice

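The tissues were profiled on Affymetrix Mouse Genome 430 2.0 arrays, which carry 45101 probe sets. In each tissue, mice homozygous for V394L (4L) and mice with D409V over a null allele (9V/null) were sampled at 4, 12, 18 and 28 weeks with 2 arrays at each age. Wild-type (WT) mice were sampled at 28 weeks only, with 4 lung and 3 liver arrays, so that folds at 4, 12 and 18 weeks set a mutant against older WT mice and only those at 28 weeks are matched for age. By the paper's methods the RNA of each of the 39 sample sets was pooled from 3 mice, and every p-value measures the spread between arrays. The median signal of an array was 248.4 to 371.1 in 9V/null lung, 279.9 to 369.1 in 4L lung and 349.3 to 427.8 in WT lung, and in liver it was 198.2 to 290.5 for 9V/null, 184.6 to 309.2 for 4L and 209.8 to 249.0 for WT. The authors captured the intensities with GCOS, version 1.1 in the submitters' processing notes, and deposited a linear signal with a trimmed mean of 1500.01 on each array. The paper's own comparisons started from RMA values in Partek, which is another processing of the arrays. Here, signals under 16 were set to 16, log2 values were taken, and 45037 probe sets, without the 64 Affymetrix controls, were compared by limma with 18 group means fitted over all arrays. A probe set counted as differentially expressed at an adjusted p (Benjamini-Hochberg, within a comparison) of at most 0.01 and a fold of at least 1.8. A fold without an age is the mean over the 4 ages, and the number of arrays limits the precision of each value.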

The RNA samples were from lungs and livers of 9 V/null and 4L mice at the ages of 4-, 12-, 18- and 28-wk. The probe sets for each gene in the mutant mice that showed significantly differential expression were compared with those from the strain background matched WT. In these mutant models, the altered probe signals ranged from 560 to 1806 of the 45101 total probes on the chip. 

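Gja5, which encodes the gap junction protein connexin 40, rose by a log2 fold of 4.25 (standard error 0.32, adjusted p = 1.9e-08) in 9V/null lung and of 4.18 (standard error 0.32, adjusted p = 1.1e-08) in 4L lung, and all 8 arrays of each line were above all 4 WT arrays. In liver, Ltb, the gene for lymphotoxin beta, rose by 3.25 (standard error 0.34, adjusted p = 3.3e-06) in 9V/null mice and by 4.13 (standard error 0.34, adjusted p = 6.9e-08) in 4L mice. Ang3, an angiogenin ribonuclease, fell by 6.15 (standard error 0.46, adjusted p = 8.6e-09) on the log2 scale in 4L lung. Fgb, the beta chain of fibrinogen and a product of hepatocytes, had a log2 fold of -4.30 (standard error 0.62, adjusted p = 4.8e-05) in 9V/null lung. A list of hepatocyte genes was also lower there, with a median log2 fold of -1.86. Liver RNA in lung samples therefore cannot be told apart from a change of Fgb in the lung. By limma, 3708 probe sets passed both thresholds over the 4 ages in 9V/null lung, 4557 in 4L lung, 2595 in 9V/null liver and 2492 in 4L liver. A separate fit per tissue, which changes both the spread and the degrees of freedom, gave 255 in 9V/null liver and 295 in 4L liver. At 28 weeks, against WT of the same age, the counts were 807, 2439, 167 and 344 in the same order. Replicate arrays had Spearman correlations of 0.872 to 0.894 in mutant liver and of 0.907 to 0.953 in mutant lung. The fit over all arrays gives a probe set the same spread in both tissues. Its liver counts and p-values may therefore be too favourable, which was not tested. With a floor of 64 in place of 16, the log2 folds of Ltb were 1.79 and 2.67 in the livers and that of Fgb was -2.57.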

For further analyses, the genes were assigned to the probe sets. 

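Wfdc17, which encodes a secreted whey acidic protein made by macrophages, rose by a log2 fold of 3.38 (standard error 0.30, adjusted p = 1.7e-07) in 9V/null lung (n = 8 arrays against 4). In 4L liver Cyp2c37, an arachidonic acid hydroxylase gene, had a log2 fold of 6.15 (standard error 0.64, adjusted p = 2.2e-06), and Gstp3, a glutathione transferase gene, fell by 3.42 (standard error 0.23, adjusted p = 2.2e-09) on the log2 scale (n = 8 arrays against 3). Lcn2, which encodes the acute phase protein lipocalin 2, rose by 3.29 (standard error 0.21, adjusted p = 1.2e-09) in 9V/null liver and by 2.68 (standard error 0.19, adjusted p = 1.1e-08) in 9V/null lung. In limma the probe sets that passed stood for 2431 genes in 9V/null lung (1092 higher, 1379 lower), 2931 in 4L lung (1466 higher, 1513 lower), 2022 in 9V/null liver (994 higher, 1034 lower) and 1949 in 4L liver (1066 higher, 891 lower), and some genes had probe sets in both directions. In 9V/null lung 36.7% of the probe sets that passed were higher than in WT, and 2011 of 3931 were after quantile normalization. The median log2 fold of all probe sets was -0.12 in 9V/null lung, -0.04 in 4L lung, 0.01 in 9V/null liver and 0.07 in 4L liver. The counts of probe sets fell with fewer WT arrays. Without WT replicate 1 the number was 2233 in 9V/null lung and 957 in 9V/null liver, and without WT replicate 4 it was 2332 in 9V/null lung. A smaller WT group also lowers precision, so these falls do not show that particular WT arrays drive the counts.

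**Figure D1:**
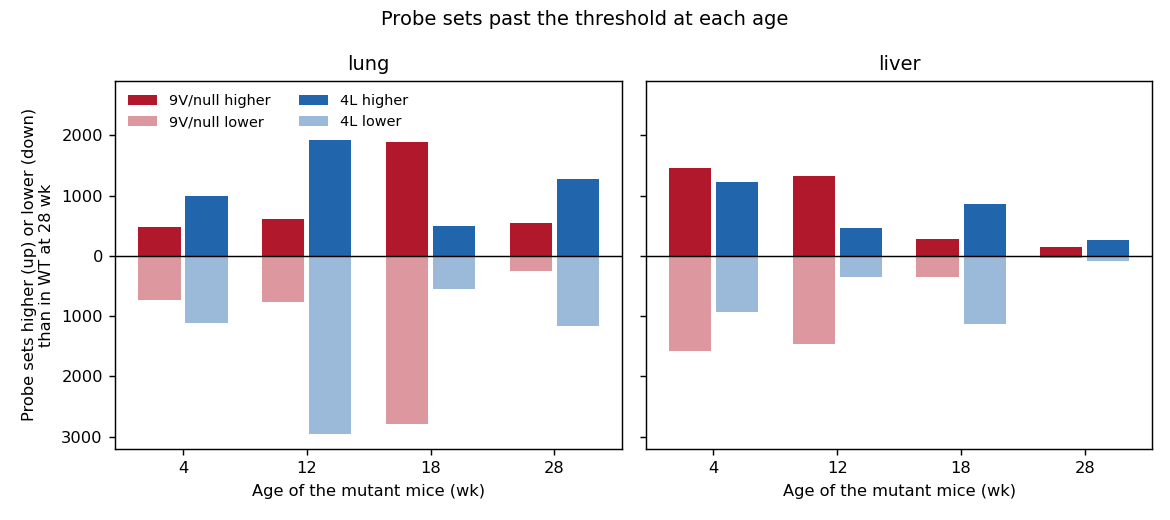
Number of probe sets that passed both thresholds against WT at each age, higher than WT above the line and lower below it, for the lung and liver of 9V/null and 4L mice. At 28 weeks, the age of the WT mice, 549 were higher and 258 lower in 9V/null lung and 1280 were higher and 1159 lower in 4L lung.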

At a false positive rate (FDR) of 0.01, about 1.2-4% of total genes were significantly differentially expressed: 1171 or 402 genes in lung or liver, respectively, of 9 V/null mice; 1375 or 406 genes were in lung or liver, respectively, of 4L mice (Additional file 1). The differentially expressed genes in each tissue were segregated into 12 major functional groups with statistical significance across the two tissues in both mouse models to provide global profiles of gene expression. The functional categories include catalytic activity, cell death, cytoskeleton, immune response, intracellular signaling cascade, kinase activity, lipid metabolic process, lysosome, macrophage activation, response to stress, transcription, and transport (Table 1 and Additional file 2). 

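Between the lungs of the 2 mutant lines, the chemokine genes Ccl9 and Ccl6, both made by myeloid cells, were higher in 9V/null mice by log2 differences of 2.07 (standard error 0.17, adjusted p = 5.3e-08) and 1.64 (standard error 0.13, adjusted p = 2.0e-08), from 8 arrays against 8. Gpnmb, a glycoprotein of lipid-laden macrophages, was higher by 2.56 (standard error 0.31, adjusted p = 1.2e-05), and at 28 weeks alone its difference did not pass (2.74, adjusted p = 0.055). Of the 55 probe sets that the paper places under immune response in 9V/null lung, 34 passed against WT in limma, 28 higher and 6 lower, and 7 were higher in 9V/null than in 4L lung and 0 were higher in 4L. Of its 118 macrophage probe sets in 9V/null lung, 72 passed against WT and 18 were higher in 9V/null than in 4L lung, again with 0 higher in 4L, while of the 83 in 4L lung 6 were higher in 9V/null and 3 in 4L. Of the other categories for 9V/null lung, lysosome (5 of 29) and transcription (1 of 124) were also higher in 9V/null alone. The transcription list used here is shorter than the paper's count for that category. Kinase activity had no difference that passed. Catalytic activity had both, with 15 of 441 probe sets higher in 9V/null and 4 higher in 4L. So had transport (8 and 1), response to stress (5 and 1) and lipid metabolic process (4 and 2). Cell death had 2 and 1, cytoskeleton 1 and 1 and intracellular signaling 1 and 2. In the paper's lists for 4L lung, lysosome and transcription were not higher in 9V/null alone. Of 27 lysosome probe sets there, 2 were higher in 9V/null and 2 in 4L, and of 276 for transcription 2 and 1. Among all probe sets limma gave 146 higher in 9V/null lung and 157 higher in 4L lung, with 5138 at an unadjusted p under 0.05. The paper chose these categories on the same samples, so their counts are not independent evidence.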

In lung, both mouse models showed similar spectra of gene expression patterns for these functional groups, except genes for immune response and macrophage activation that were more highly altered in 9 V/null mice. 

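In 9V/null liver, Gpnmb had a log2 fold of 5.50 (standard error 0.41, adjusted p = 2.1e-08), or 5.10 with a floor of 64, and Lgals3, the galectin 3 gene of activated macrophages, of 2.55 (standard error 0.19, adjusted p = 2.0e-08), each with n = 8 arrays against 3. Col1a1, a fibrillar collagen gene, rose by 3.56 (standard error 0.38, adjusted p = 5.6e-06). In 4L liver, the cholesterol synthesis genes Fdps (1.52, standard error 0.19, adjusted p = 3.0e-05) and Fdft1 (1.51, standard error 0.21, adjusted p = 8.3e-05) rose. Of the paper's macrophage probe sets, 18 of 24 passed in 9V/null liver and 18 of 26 in 4L liver by limma. Among the gene lists written beforehand, camera set each list against all other genes. Of 20 genes of cholesterol synthesis and uptake in 9V/null liver, 7 were higher and 0 lower (7 and 0 when adjusted over the list alone), with adjusted p = 5.9e-05 from camera and adjusted p = 0.29 with an estimated correlation. In 4L liver 9 were higher and 0 lower (9 and 0 when adjusted over the list alone), with adjusted p = 6.9e-07 from camera and adjusted p = 0.24 with an estimated correlation. Of 28 proliferation genes in 9V/null liver, 9 were higher and 0 lower (13 and 0 when adjusted over the list alone), with adjusted p = 1.4e-05 from camera and adjusted p = 0.29 with an estimated correlation, and from 4 weeks to the later ages 17 of them fell and 0 rose, so that the 4-week livers set against older WT weigh on this result.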

In 9 V/null and 4L livers, fewer functional groups (6 to 7) were significant in comparison with lung profiles (Table 1). 

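H2-Eb1, the beta chain of an MHC class II molecule, rose by a log2 fold of 1.85 (standard error 0.15, adjusted p = 1.4e-08) in 4L lung and of 1.51 (standard error 0.16, adjusted p = 2.8e-06) in 4L liver, and every 4L array was above every WT array of its tissue. It was lower in 9V/null than in 4L lung, with a log2 difference of -1.08 (standard error 0.12, adjusted p = 3.6e-06), which at 28 weeks alone did not pass (-1.08, adjusted p = 0.051). Against WT its log2 fold was 0.77 in 9V/null lung and 0.49 in 9V/null liver. The 4L mice lack the FVB genes that 9V/null and WT mice share. Strain and mutation therefore cannot be told apart for H2-Eb1 in 4L mice. Fcmr, a receptor for IgM on B cells, was higher by 2.08 (standard error 0.24, adjusted p = 1.1e-05) in 4L liver. The tests were limma for genes and camera for lists. Of 32 chemokine ligand genes in 9V/null lung, 9 were higher and 0 lower (9 and 0 when adjusted over the list alone), with adjusted p = 1.0e-04 from camera and adjusted p = 0.024 with an estimated correlation. Between 9V/null and 4L lung, 6 were higher and 0 lower (11 and 1 when adjusted over the list alone), with adjusted p = 5.1e-10 from camera and adjusted p = 0.0002 with an estimated correlation. Of 19 B and plasma cell genes in 4L liver, 4 were higher and 0 lower (4 and 0 when adjusted over the list alone), with adjusted p = 0.032 from camera and adjusted p = 0.53 with an estimated correlation. Of the paper's probe sets for cell death, 20 of 27 passed in 9V/null liver, 49 of 75 in 9V/null lung and 58 of 89 in 4L lung.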

Interestingly, genes for cell death did not reach significance in 4L liver, and genes for immune response were significant only in 9V/null lung (Table 1). The macrophage activation genes were grouped as a functional category, because the macrophage is the hallmark of Gaucher disease, and large numbers of storage cells (macrophages) were observed in the lungs of 12-, 18-, and 28-wk old 9 V/null mice (Figure 2). The enrichment of differentially expressed gene categories was examined by comparing the percentage populating the various gene ontologies in these two mouse models across lung and liver from all time points. Among these 12 different functional categories, the composition of macrophage activation genes in 9 V/null lung was 10% of the total altered genes, and 6% in 4L lung: these represent 1.7-fold enrichment (Table 1). 

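Fcer1g, the signaling chain of activating Fc receptors, rose by a log2 fold of 1.47 (standard error 0.14, adjusted p = 5.2e-07) in 9V/null lung (n = 8 arrays against 4) and of 1.15 (standard error 0.14, adjusted p = 5.8e-06) in 4L lung. Tyrobp, the adaptor that passes on signals of Trem2 and other myeloid receptors, rose by 1.26 (standard error 0.22, adjusted p = 0.00032) in 9V/null lung. Of 20 genes expressed by macrophages of all tissues, 9 were higher and 0 lower in 9V/null lung, and 6 were higher and 0 lower in 4L lung by limma (15643 and 16330 of all probe sets had an unadjusted p under 0.05). Adjusted over the list alone, 9 and 6 were higher. Camera gave adjusted p = 4.5e-07 in 9V/null lung (adjusted p = 0.024 with an estimated correlation) and adjusted p = 0.026 in 4L lung (adjusted p = 0.74 with an estimated correlation). Of the 83 macrophage probe sets the paper lists for 4L lung, 50 passed here, 34 higher and 16 lower. Those of 9V/null lung divided into 61 higher and 11 lower among those that passed. Both lists come from the study of these samples and are not independent evidence.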

To correlate the gene functional category with their expression profile in *Gba1 *mutant mice, the 1171 significantly differentially expressed genes in 9 V/null lung were analyzed by hierarchical clustering, and three clusters were revealed across all ages in the lung. 

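Vegfa, the endothelial growth factor that alveolar epithelium makes, fell by 1.15 (standard error 0.19, adjusted p = 0.00016) on the log2 scale in 9V/null lung and by 1.11 (standard error 0.19, adjusted p = 0.00018) in 4L lung. Sgpp1, a phosphatase that removes sphingosine 1-phosphate, fell by 1.24 (standard error 0.18, adjusted p = 4.6e-05) in 9V/null lung and by 1.01 (standard error 0.18, adjusted p = 0.00025) in 4L lung. Fabp1, a fatty acid binding protein of alveolar macrophages and hepatocytes, fell by 2.48 (standard error 0.32, adjusted p = 1.3e-05) in 9V/null lung and was lower there than in 4L lung by a log2 difference of -1.97 (standard error 0.26, adjusted p = 5.0e-05). The hepatocyte list was also lower in 9V/null lung (median log2 fold -1.86) and lower there than in 4L lung (-1.19), so that liver RNA in lung samples cannot be told apart from a change of Fabp1 in the lung. These tests were those of limma with n = 8 arrays against 4. At 28 weeks alone, Vegfa (-0.92, adjusted p = 0.037) did not pass in 9V/null lung, and after centring each array on its median its fold there (-0.80) was under 1.8-fold. Sgpp1 (-0.68, adjusted p = 0.10) did not pass in 9V/null lung at 28 weeks alone and was under 1.8-fold in 4L lung after that centring (-0.78), and the difference of Fabp1 between the lines was -3.65 at 28 weeks and did not pass without mutant replicate 1 (-1.32, adjusted p = 0.014). Of the 405 probe sets of cluster 1, 264 were lower in 9V/null lung, with a median log2 fold of -1.48, and 258 in 4L lung, with -1.37. Between the 2 lines, 4 of them were higher and 7 lower in 9V/null lung. By age, those lower numbered 100, 113, 226 and 45 in 9V/null lung at 4, 12, 18 and 28 weeks and 138, 232, 88 and 105 in 4L lung. The study chose these probe sets on the same arrays.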

Cluster 1 showed 407 genes with low expression (35% of total 1171 genes) in 9 V/null and 4L lung across the 4- to 28-wk age range when compared with the WT lung (Figure 3, cluster 1). These down-regulated genes were mainly in the functional categories of catalytic activity, cell death, intracellular signaling cascade, kinase activity, macrophage, and transcription (Additional file 3). 

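Noxo1, which organizes an NADPH oxidase, rose by a log2 fold of 3.73 (standard error 0.42, adjusted p = 3.0e-06) in 9V/null lung while that in 4L lung was 0.61 (standard error 0.42, adjusted p = 0.31), and the difference between the lines was 3.11 (standard error 0.34, adjusted p = 3.4e-06). Ctsz, a lysosomal cysteine protease, rose by 1.48 (standard error 0.16, adjusted p = 1.8e-06) in 9V/null lung and by 1.11 (standard error 0.16, adjusted p = 3.2e-05) in 4L lung (0.84 and under 1.8-fold after quantile normalization), and the lines did not differ by the test (log2 difference 0.38, standard error 0.13, adjusted p = 0.19). The 763 probe sets of clusters 2 and 3, which the paper's list does not separate, had a median log2 fold of 1.09 in 9V/null lung and 1.01 in 4L lung. In limma 448 were higher and 0 lower in 9V/null lung and 386 higher and 0 lower in 4L lung. In the livers 174 were higher and 0 lower for 9V/null and 148 higher and 3 lower for 4L. Clustering was not repeated here.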

Cluster 2 contained about 55% of genes (647 from total 1171 genes) and showed differential degrees of up-regulation in the 9 V/null and 4L lung (Figure 3, cluster 2). Cluster 3 showed 10% of genes (117 from total 1171 genes) with high expression levels exclusively in 9 V/null lung (Figure 3, cluster 3). These same genes did not have distinct patterns in the 9 V/null liver or the 4L lung and liver data sets (Figure 3, right panel). 

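Wfdc17 differed between the lungs of the 2 lines by a log2 fold of 3.32 (standard error 0.25, adjusted p = 1.0e-08), higher in 9V/null (n = 8 and 8 arrays), and its fold against WT in 4L lung was 0.05 (standard error 0.30, adjusted p = 0.92). Ctsk, a cathepsin of bone-resorbing and lipid-laden cells, was higher by 2.11 (standard error 0.28, adjusted p = 7.6e-05), with 2.10, adjusted p = 0.17 at 28 weeks alone. Among the probe sets of clusters 2 and 3 together, limma gave 36 higher in 9V/null than in 4L lung and 2 lower, and in liver 11 higher and 2 lower. The median log2 difference between the lines over these probe sets was 0.04 in lung and 0.04 in liver. By age, 165, 262, 406 and 201 of them were higher than WT in 9V/null lung at 4, 12, 18 and 28 weeks, and 278, 355, 149 and 199 in 4L lung.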

Two-dimensional hierarchical cluster analyses show mutation-type (4L lung vs. 9 V/null lung) and tissue type-related (lung vs. liver) global gene expression profiles. These highly expressed 117 unique genes in 9 V/null lung contained 40 that were macrophage activation genes. 

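Gdpd3, a lysophospholipase D gene, was higher in 9V/null than in 4L mice by a log2 difference of 5.48 (standard error 0.23, adjusted p = 2.6e-13) in lung and of 5.03 (standard error 0.23, adjusted p = 8.5e-13) in liver, and in both tissues all 8 arrays of 9V/null mice were above all 8 of 4L mice. Against WT its log2 fold was 0.58 and -0.01 in 9V/null and -4.90 and -5.04 in 4L lung and liver, so the gap is a lower level in 4L mice. Ear3, an eosinophil-associated ribonuclease, was higher in 9V/null lung by 3.28 (standard error 0.19, adjusted p = 1.4e-10). The response of Noxo1 depended on tissue in 9V/null mice, with a lung effect 5.17 (standard error 0.62, adjusted p = 8.1e-05) above the liver effect on the log2 scale, and that of Gja5 in 4L mice, with a difference of 3.92 (standard error 0.48, adjusted p = 9.0e-05). Between the lines, 303 probe sets differed in lung and 296 in liver by limma. Between the tissues, the effect against WT differed for 134 probe sets in 9V/null mice and 232 in 4L mice, counts that leaving out 1 replicate moved to 37 to 451 and 60 to 362. Replicate arrays had Spearman correlations of 0.872 to 0.973, other arrays of a tissue 0.841 to 0.947, and lung with liver arrays 0.701 to 0.790. At 28 weeks alone 56 probe sets differed between the lines in lung and 64 in liver, and a separate fit per tissue gave 99 in liver. The lines also differ in strain, since only the 9V/null mice carry FVB genes.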

The others represented intracellular signaling (5), lipid metabolic process (9), catalytic activity (23), and transport (10) (Figure 4). These initial findings strongly indicated the involvement of macrophage activation genes in Gaucher disease and led to the focus on the expression profiles of macrophage activation related genes in 9 V/null lung.

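Trem2, a lipid-sensing receptor of macrophages, rose by a log2 fold of 3.50 (standard error 0.39, adjusted p = 2.9e-06) in 9V/null lung and of 2.07 (standard error 0.39, adjusted p = 0.0005) in 4L lung. Gpnmb rose by 2.35 (standard error 0.37, adjusted p = 0.00013) in 9V/null lung. Acp5, the tartrate-resistant acid phosphatase, was higher than in WT by 1.77 (standard error 0.19, adjusted p = 2.2e-06) and Gla, the alpha-galactosidase that degrades globotriaosylceramide, by 1.31 (standard error 0.19, adjusted p = 4.8e-05), each with all 8 arrays above the 4 of WT. Of 28 genes of lipid-laden macrophages in 9V/null lung, 14 were higher and 1 lower (14 and 1 when adjusted over the list alone), with adjusted p = 9.1e-10 from camera and adjusted p = 0.00047 with an estimated correlation. Between 9V/null and 4L lung, 10 were higher and 0 lower (11 and 0 when adjusted over the list alone), with adjusted p = 5.4e-21 from camera and adjusted p = 1.0e-06 with an estimated correlation. Of 40 lysosomal hydrolases and activators in 9V/null lung, 5 were higher and 0 lower (5 and 0 when adjusted over the list alone), with adjusted p = 1.0e-07 from camera and adjusted p = 0.13 with an estimated correlation. On this list WT replicate 1 stood apart, with a median log2 signal of 12.73 against 12.89 to 12.91 in the other WT lung arrays. Its low value favours a rise in the mutants. Single genes were tested by limma. Hepatocyte transcripts moved the other way in the same lungs. Of 24 hepatocyte genes there, 0 were higher and 17 lower (0 and 19 when adjusted over the list alone), with adjusted p = 8.0e-11 from camera and adjusted p = 0.19 with an estimated correlation, at a median log2 fold of -1.86. The paper proposes from its clusters that macrophage activation takes part in the disease and turns to these genes in 9V/null lung.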

**Table 1:** Classification of significantly expressed genes in tissues of 9 V/null and 4L mice

Categories	Lung						Liver					
	
	9 V/null			4L			9 V/null			4L		
	
	**No**.	%	p-value	**No**.	%	p-value	**No**.	%	p-value	**No**.	%	p-value
catalytic activity	440	38%	1.49E-06	527	39%	4.24E-09	160	40%	3.37E-04	157	39%	2.61E-03
intracellular signaling cascade	136	12%	7.49E-10	166	12%	2.40E-10	50	13%	7.50E-04	46	11%	1.24E-03
kinase activity	87	8%	8.41E-04	98	7%	1.41E-03	34	9%	8.07E-03	31	7%	4.46E-02
lipid metabolic process	66	6%	7.62E-04	73	5%	1.43E-02	37	9%	1.22E-05	30	7%	7.71E-04
macrophage activation	119	10%	4.50E-04	83	6%	3.29E-03	24	6%	5.74E-03	26	6%	6.93E-03
transcription	195	17%	1.44E-03	276	20%	2.33E-08	83	21%	2.50E-03	76	19%	4.17E-03
cell death	75	7%	1.36E-04	89	7%	3.83E-04	27	7%	4.93E-02			
cytoskeleton	78	7%	3.92E-02	87	7%	5.96E-03						
lysosome	29	3%	1.91E-05	27	2%	1.43E-03						
response to stress	79	7%	1.52E-03	91	7%	1.20E-02						
transport	219	19%	2.14E-04	255	19%	8.03E-03						
immune response	54	5%	4.68E-03									

The functional categories with *p*-value < 0.05 were considered significant by Fisher Exact Test.

No. = number of genes

The empty rows were not significant (*p *> 0.05)

**Figure 3:**
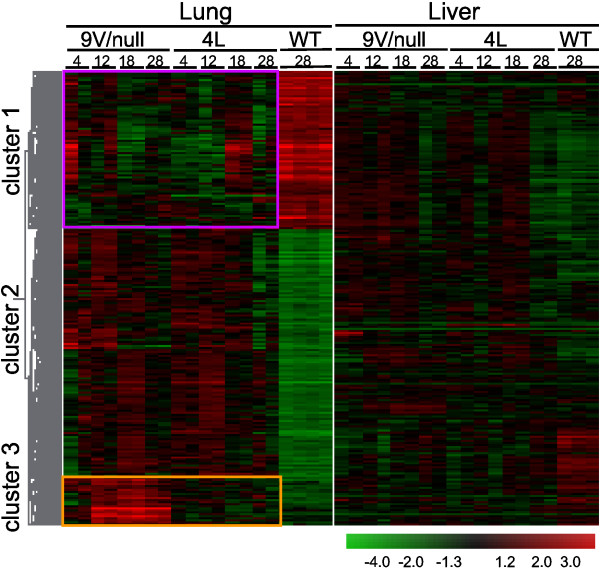
**Hierarchical cluster analyses of differentially expressed genes in lung and liver of *Gba1 *mutant mice**. The two-dimensional hierarchical clustering charts include 1171 genes differentially expressed in 9 V/null lung, and the corresponding genes in 9 V/null liver, and those in 4L or WT lung and liver at ages of 4-, 12-, 18-, or 28-wk (see Materials and Methods). The expression patterns of duplicate chip data are displayed in adjunct lanes for each transcript. The heat map (Pearson correlation) displays gene group correlation patterns across all time points. Each column represents the general expression profile of 1171 genes at a time point. Each row represents a single gene across all time points. The intensities (*red *to *green *scale bar) are the log ratios, log_2_(D/C), where D and C are the gene expression levels in the samples from *Gba1 *mutant mice and WT controls, respectively, and indicate up- or down-regulated RNA expression. Clustering was performed by distance measurements. In cluster 1 are the 407 genes down-regulated in 9 V/null and 4L lung compared to the corresponding genes in WT lung (genes listed in Additional file 2). In cluster 2 are the 647 genes had a variable degrees of up-regulation compared with WT controls. In cluster 3 (orange rectangle) is a group of 117 genes consistently up-regulated in the lung of 9 V/null mice at ages of 12- to 28-wk. These include 40 macrophage activation genes (see Figure 4).

**Figure 4:**
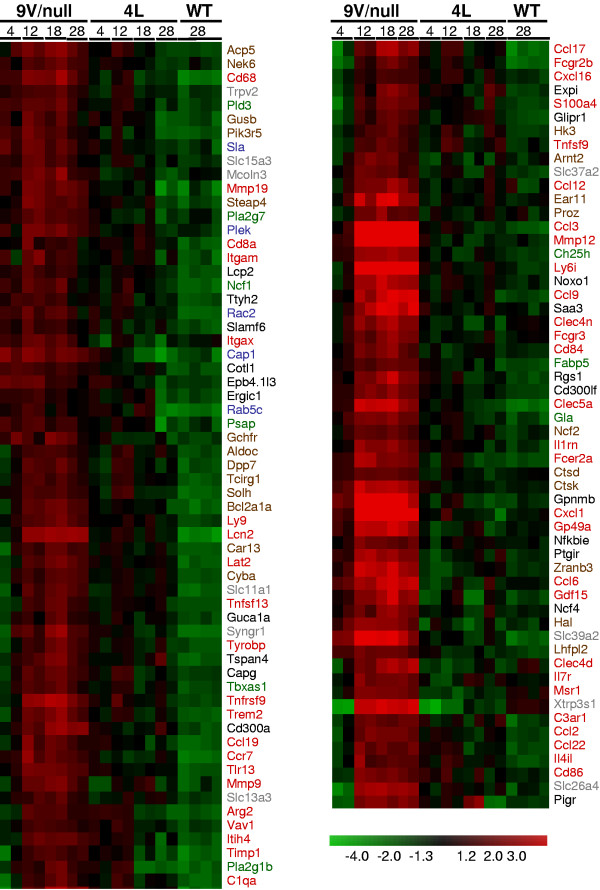
**Group 3 over expressed genes in 9 V/null**. Two-dimensional hierarchical cluster analyses of the 117 genes in cluster 3 (Figure 3) from 9 V/null lung showed high expression at ages of 12-, 18-, or 28-wk compared with the genes in 4L and WT lungs. Among these 117 genes, 40 were macrophage activation genes and included 13 pro-/anti-inflammatory pathway genes. The name of each gene is listed and their major functional categories are presented at the right: macrophage activation related (red), intracellular signaling (blue), lipid metabolic process (green), catalytic activity (brown), transport (grey), and others (black). The expression level of each gene at different time points is coded according to the color scale.

### Expression profile of macrophage activation genes

To explore the expression profile of macrophage activation, all 119 such genes (Table 1) were analyzed. At early stages of the disease (4 wk), 44% of these genes (53/119) were significantly altered with 42 up- and 11 down-regulated in the 9 V/null lung (Additional file 4). 

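Ccl6 was higher in 9V/null lung at 4 weeks, with a log2 fold of 1.36 (standard error 0.22, adjusted p = 0.00061), and so was Cd68, a lysosomal membrane protein of macrophages, with 1.60 (standard error 0.28, adjusted p = 0.00093), by limma from 2 arrays against 4. Ccl6 did not pass with the probe set of the paper (0.82, adjusted p = 0.18), and without mutant replicate 2 neither Ccl6 (1.27, adjusted p = 0.030) nor Cd68 (1.52, adjusted p = 0.012) passed. Of the other chemokines, 3 that passed at later ages did not pass at 4 weeks, with 2.84 (standard error 0.84, adjusted p = 0.039) for Ccl3, 0.48 (standard error 0.30, adjusted p = 0.37) for Ccl9 and 0.36 (standard error 0.48, adjusted p = 0.73) for Ccl17. Of the 118 genes of the paper's macrophage activation list measured in 9V/null lung, 15 passed at 4 weeks, 12 higher and 3 lower. With the probe set that the paper used for each gene, 23 passed, 18 higher and 5 lower. The WT mice were 28 weeks old, so that a fold at 4 weeks also holds the difference in age.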

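Over 12 to 28 weeks, Ccl9 rose in 9V/null lung by a mean log2 fold of 2.55 (standard error 0.22, adjusted p = 1.2e-07) and Ccl6 by 2.24 (standard error 0.17, adjusted p = 1.0e-08), from 6 arrays against 4. Cd68 rose by 2.45 (standard error 0.21, adjusted p = 6.7e-08). By limma, 38 of the 118 macrophage activation genes were higher and 1 lower than in WT at 2 or more of these 3 ages (44 higher and 2 lower with the paper's probe sets), which is 33.1% of the genes (39.0% with the paper's probe sets). Over the mean of all ages 48 were higher and 5 lower, and 53 higher and 5 lower when adjusted over the list alone. At 28 weeks, against WT of the same age, 34 were higher and 1 lower. The list was drawn from these samples, so the counts are no independent evidence.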

As the disease progressed (12, 18 or 28 wk), 81% (96/119) of the macrophage activation genes were significantly and consistently up-regulated, and 15% (18/119) of these genes were down regulated in 9 V/null lung (Additional file 4). The genes with expressions significantly changed at 2 or 3 time points from 4 to 28 wk were considered as consistently affected. Similar expression profiles were defined in 4L lung where 88% (73/83) of such genes were altered at 4 wk with 48 up-regulated and 25 down-regulated. 

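In 4L lung, C1qb, a chain of the complement component C1q that macrophages secrete, rose by a log2 fold of 1.38 (standard error 0.17, adjusted p = 4.2e-06), and Lcn2 by 1.45 (standard error 0.19, adjusted p = 9.2e-06), each from 8 arrays against 4. H2-DMa, part of the chaperone that loads MHC class II molecules, rose by 1.23 (standard error 0.17, adjusted p = 2.3e-05). Of the 83 macrophage activation genes of the paper's list for 4L lung, limma gave 26 higher and 11 lower over the mean of 4 ages (26 and 12 when adjusted over the list alone). At 4 weeks 15 were higher and 4 lower, and with the paper's probe sets 23 and 6. At 2 or more of the ages from 12 to 28 weeks 16 were higher and 6 lower (21 and 8 with the paper's probe sets). Taking only the 28-week arrays lowered the total from 37 to 23, and fitting the replicate number lowered it to 24. The study chose the list on these arrays.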

From 12 to 28 wk, 84% (70/83) of the macrophage activation genes were affected with 43 up- and 27 down-regulated. 

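Single genes of the lists spanned a wide range of folds at 12 to 28 weeks, with Cd68 at 5.45-fold in 9V/null lung. Ccl3 in 9V/null lung and Mmp12 in 9V/null liver had log2 folds of 6.89 and 6.58 over WT signals near or under the floor, and of 5.74 and 4.94 with a floor of 64, so their size is not exact. In 4L mice, Cd68 was at 1.95-fold in lung and 2.71-fold in liver. Of the genes that the paper lists as higher, 95 measured in 9V/null lung had a mean fold of 4.71 and 15 in 9V/null liver one of 10.4, which Mmp12 raises (median 3.75). In 4L mice the means were 2.43 over 43 genes in lung and 2.13 over 14 genes in liver. With the paper's probe sets the 4 means were 5.60, 10.5, 3.02 and 3.47, in the order 9V/null lung, 9V/null liver, 4L lung and 4L liver. By limma, 17 of the 118 genes of the 9V/null lung list were higher in 9V/null than in 4L lung and 0 lower, and of the 21 genes of the 9V/null liver list 5 were higher in 9V/null liver and 0 lower. Of the 4L lists, 4 of 83 genes in lung were higher in 9V/null and 2 lower, and in liver 1 and 1 of 21 (unadjusted p under 0.05 for 5138 of all probe sets in lung and 6092 in liver).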

The mean fold-change of these consistently up-regulated macrophage activation genes was >3.5-fold in 9 V/null lung and liver, whereas a 2.3-fold change was observed in the corresponding 4L tissues (Figure 5 and Additional file 4).

**Figure 5:**
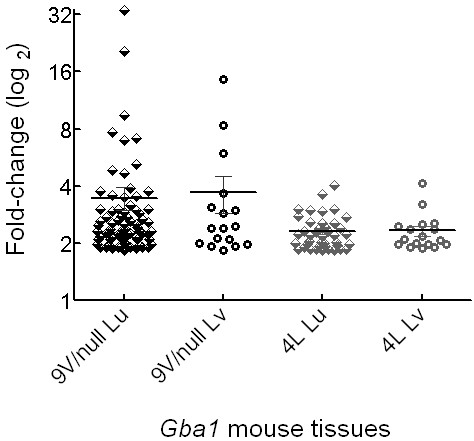
**Consistently up-regulated macrophage activation genes in 9 V/null and 4L mice**. The expression values of each consistently (≥2 time points from 12 to 28 wk) up-regulated macrophage activation genes in the lung (Lu) and liver (Lv) of 9 V/null and 4L mice were plotted on the ordinate. The mean expression values (fold-change) of these genes in each tissue are indicated by a horizontal bar. The numbers of these genes were 96/119 (81%) or 15/21 (71%) in 9 V/null lung or liver, respectively; and 43/83 (52%) or 14/21 (67%) in 4L lung or liver, respectively (Additional file 3). The median fold change for these gene expression values in 9 V/null lung and liver were higher than in the corresponding 4L tissues.

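Itgb2, a leukocyte integrin chain, rose by a log2 fold of 1.81 (standard error 0.25, adjusted p = 6.5e-05) in 9V/null liver, and Mmp12 was higher in 9V/null than in 4L lung by 3.57 (standard error 0.34, adjusted p = 4.9e-07) and in liver by 4.32 (standard error 0.34, adjusted p = 3.1e-08). At 28 weeks alone the difference of Mmp12 in lung did not pass (3.73, adjusted p = 0.012). These are tests by limma over the 4 ages. The median fold at 12 to 28 weeks over the genes that the paper lists as higher was 2.43 in 9V/null lung, 3.75 in 9V/null liver, 2.18 in 4L lung and 1.87 in 4L liver. With the probe sets of the paper these medians were 2.60, 3.77, 2.50 and 2.32. Each line has its own list, so the medians compare different genes. The median log2 difference of 9V/null from 4L lung was 0.17 over the genes of the 9V/null list and 0.01 over those of the 4L list, and in liver it was 0.13 and -0.18.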

Using the Ingenuity Analysis System and additional literature sources [5,8], 9 IFNγ-regulated pro-inflammatory and 9 IL-4-regulated anti-inflammatory genes were significantly expressed (fold change ≥ ± 1.8) from 12 to 28 wk (Table 2) in 9 V/null lungs with 5 pro-inflammatory genes significantly altered beginning at 4 wk (Table 2). Most of these genes were cytokines/chemokines or their receptors, including CCL2, CCL3, CCL6, CCL9, CCL19, CXCL1, and CXCL12. 

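Ccl3, a chemokine that recruits monocytes, rose in 9V/null lung by a log2 fold of 6.53 (standard error 0.84, adjusted p = 7.1e-05) at 12 weeks, 7.32 (adjusted p = 7.0e-06) at 18 weeks and 6.81 (adjusted p = 6.1e-05) at 28 weeks by limma, each from 2 arrays against 4. At 4 weeks its fold did not pass (2.84, standard error 0.84, adjusted p = 0.039). On the log2 scale Ccl3 averaged 10.73 ± 1.92 (SD, n = 8) in 9V/null lung and 4.86 ± 0.68 (SD, n = 4) in WT lung. Ccl9 passed at 12, 18 and 28 weeks with 1.84, 2.96 and 2.84, and Ccl6 with 1.95, 2.55 and 2.22. Over 12 to 28 weeks the probe set that the paper assigns to CCL19 rose by 1.79 (standard error 0.35, adjusted p = 0.00089) and Cxcl1, a neutrophil attractant, by 1.70 (standard error 0.33, adjusted p = 0.00086), and each passed singly at 18 weeks. Ccl2 had a log2 fold of 2.00 (standard error 0.64, adjusted p = 0.026) over the same ages that did not pass. Cxcl12 was near WT with -0.25 (standard error 0.20, adjusted p = 0.40). Of the 13 pro-inflammatory genes, 5 passed over 12 to 28 weeks, 3 at 12, 5 at 18 and 3 at 28 weeks, and 1 at 4 weeks. With the probe set of the paper for each gene, 6 passed over 12 to 28 weeks.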

Other genes included CD44 (a transmembrane glycoprotein related to cellular adhesion and migration) and the macrophage scavenger receptor 1 (Msr1). Several pro-inflammatory genes [IFNγ, interleukin 6 (IL-6), inducible nitric oxide synthase (NOS2) and TNFα] did not meet the statistical significance (**Bold **genes in Table 2). 

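Over 12 to 28 weeks in 9V/null lung, limma gave log2 folds of 0.22 (standard error 0.73, adjusted p = 0.87) for Ifng, 0.95 (standard error 0.76, adjusted p = 0.41) for Il6, -0.54 (standard error 0.62, adjusted p = 0.58) for Nos2, the inducible nitric oxide synthase, and 1.25 (standard error 0.69, adjusted p = 0.20) for Tnf. None of these 4 genes passed at any single age. Msr1, the scavenger receptor, had a log2 fold of 0.85 (standard error 0.41, adjusted p = 0.14), though it was higher than in 4L lung by 2.02 (standard error 0.37, adjusted p = 0.0028) over the same ages. Cd44, an adhesion receptor, had a log2 fold of -0.14 (standard error 0.18, adjusted p = 0.64) with the probe set of highest signal, and with the probe set of the paper it was higher than in WT by 1.41 (standard error 0.31, adjusted p = 0.0019). In WT lung the signals of the cytokine genes were low, since Ifng averaged 5.45 ± 1.05 and Nos2 5.61 ± 1.64 on the log2 scale (SD, n = 4) above a floor of 4. With standard errors of this size, changes of 1.8-fold would have gone undetected in them.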

To evaluate these genes, immunohistochemical analyses were conducted and the lipid-laden macrophages showed antibody positive signals (see below). The results show high expression of these four cytokine proteins in macrophages even though their respective RNA levels were relatively unchanged. Additional immunohistochemical analyses showed consistent positivity with antibodies to CCL2, CCL3, and CCL9; this was concordant with their RNA expression. Similar mRNA analyses showed that 6% of altered genes were in the macrophage activation category in 9 V/null liver or 4L lung and liver. However, none were pro-inflammatory genes (Table 2 and Additional file 5). These data support disease progression and tissue-type related profiles of pro-inflammatory gene expression in Gaucher disease.

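Outside 9V/null lung, Ccl3 had a log2 fold over 12 to 28 weeks of 1.73 (standard error 0.62, adjusted p = 0.049) in 4L lung, and Ccl9 and Ccl6 of 0.12 (standard error 0.22, adjusted p = 0.75) and 0.48 (standard error 0.17, adjusted p = 0.038). Cxcl1 fell in 4L liver by 1.62 (standard error 0.37, adjusted p = 0.0054) on the log2 scale. Cd44 rose in 4L liver at 28 weeks by 1.25 (standard error 0.25, adjusted p = 0.0082). Over 12 to 28 weeks 0 of the 13 pro-inflammatory genes were higher in 4L lung, 9V/null liver or 4L liver by limma, where 15441, 11500 and 11544 of all probe sets had an unadjusted p under 0.05. With the probe sets of the paper the numbers were 0, 1 and 1. In 9V/null mice the lung effect exceeded the liver effect over the 4 ages by 4.67 (standard error 0.88, adjusted p = 0.0087) for Ccl3, 1.88 (standard error 0.23, adjusted p = 0.00012) for Ccl6 and 2.45 (standard error 0.32, adjusted p = 0.00019) for Ccl9.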

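From 4 weeks to the mean of 12 to 28 weeks, Ccl3 rose in 9V/null lung by 4.05 (standard error 0.79, adjusted p = 0.0084) on the log2 scale and Ccl9 by 2.06 (standard error 0.28, adjusted p = 0.00042) by limma. Of 32 chemokine ligands, 3 rose with age in 9V/null lung and 0 fell (14 and 1 when adjusted over the list alone), with adjusted p = 1.2e-11 from camera and adjusted p = 9.5e-05 with an estimated correlation. Across all probe sets 190 changed with age in 9V/null lung and 5 in 4L lung, and the age change itself differed between the lines for 31. The 2 counts were 30 and 27 with array weights, and that of 4L lung was 115 without mutant replicate 1 and 80 without mutant replicate 2, so the contrast between the lines is not stable. In 9V/null liver 446 changed with age and in 4L liver 102, with 59 differing between the lines, while a separate fit per tissue gave 51 and 4. Of 20 genes of growth before adulthood, 5 were lower and 0 higher at the later ages in 9V/null lung. The paper reads its folds as a pro-inflammatory profile that follows disease progression and tissue type.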

**Table 2:** Expression of pro- and anti-inflammatory macrophage activation genes in lungs of 9 V/null and 4L mice

			9 V/null				4L			
**Pathways**	**Symbol**	**Gene Name**	**lu_4 wk**	**lu_12 wk**	**lu_18 wk**	**lu_28 wk**	**lu_4 wk**	**lu_12 wk**	**lu_18 wk**	**lu_28 wk**

IFNγ regulated	IFNγ*	interferon gamma	1.124	1.292	1.336	1.204	1.513	1.278	1.329	1.435
	CCL19	chemokine (C-C motif) ligand 19	1.325	**3.288**	**3.336**	**2.039**	1.738	1.469	1.166	1.536
	CCL2*	chemokine (C-C motif) ligand 2	1.134	**2.835**	**2.564**	**2.467**	1.284	1.220	1.203	1.463
	CCL3*	chemokine (C-C motif) ligand 3	**1.855**	**19.86**	**37.518**	**22.298**	1.464	1.673	1.155	1.347
	CCL6	chemokine (C-C motif) ligand 6	**2.004**	**4.073**	**6.557**	**6.138**	-1.380	-1.090	-1.344	1.228
	CCL9*	chemokine (C-C motif) ligand 9	**1.893**	**5.817**	**10.346**	**9.722**	1.317	1.546	1.512	1.365
	CD44	CD44 antigen	**3.176**	**4.971**	**2.155**	**2.387**	1.060	1.156	-1.045	1.294
	CXCL1	chemokine (C-X-C motif) ligand 1	1.466	**8.56**	**10.786**	**7.739**	1.322	1.252	-1.183	1.663
	CXCL12	chemokine (C-X-C motif) ligand 12	**2.65**	**2.991**	**1.923**	**1.874**	1.679	1.334	1.130	1.030
	IL-6*	interleukin 6	-1.249	1.189	1.029	-1.009	-1.080	-1.261	-1.262	-1.106
	Msr1	macrophage scavenger receptor 1	1.092	**2.843**	**2.808**	**2.322**	1.349	1.515	-1.089	1.076
	NOS2*	nitric oxide synthase 2, inducible, macrophage	1.226	1.207	-1.001	1.13	1.206	1.351	-1.001	1.200
	TNF*	tumor necrosis factor	-1.096	1.036	1.279	1.337	1.184	1.384	-1.008	1.451

IL-4 regulated	IL-4*	interleukin 4	-1.074	-1.007	1.135	1.253	-1.071	1.286	1.107	1.367
	Arg2	arginase type II	1.315	**2.661**	**3.044**	**2.034**	1.787	2.179	1.298	1.344
	CCL17	chemokine (C-C motif) ligand 17	1.146	**3.756**	**8.523**	**5.903**	**1.982**	**2.494**	1.522	1.674
	CCL22	chemokine (C-C motif) ligand 22	1.237	**3.066**	**2.734**	**2.725**	1.402	1.477	1.096	1.559
	CD163*	CD163 antigen	-1.029	1.013	-1.446	-1.391	1.173	1.142	1.234	-1.335
	Igh-6	Immunoglobulin heavy chain 6	**3.036**	**3.066**	**3.430**	**2.565**	**2.864**	**1.810**	1.724	1.637
	IL-1rn	interleukin 1 receptor antagonist	1.417	**3.615**	**3.815**	**2.762**	1.296	1.317	1.376	1.141
	MMP12*	matrix metallopeptidase 12	1.705	**37.346**	**56.278**	**39.721**	1.225	1.023	-1.240	1.217
	MMP19	matrix metallopeptidase 19	1.762	**3.607**	**3.428**	**3.112**	1.659	1.650	1.563	-1.249
	MMP9	matrix metallopeptidase 9	1.272	**2.837**	**4.307**	**2.308**	-1.353	1.233	1.199	1.226
	Retnlα	resistin like alpha	**1.920**	**2.229**	**2.480**	**3.800**	**2.796**	1.538	**2.536**	**1.840**

Note: The gene symbols in **Bold **were not significantly expressed in microarray analysis, but were positive on immunohistochemstry in 9 V/null lung. The numbers show Fold Change in gene expression. The numbers in **Bold **were significantly affected and satisfied with FDR (≤0.01) and Fold Change at ≥ ± 1.8. Genes with * sign were positive on immunohistochemistry. wk = week.

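Ccl17, a ligand of the receptor Ccr4 that macrophages and dendritic cells make after IL-4, rose in 9V/null lung by a log2 fold of 2.75 (standard error 0.36, adjusted p = 1.7e-05) over 12 to 28 weeks, from 6 arrays against 4. Ccl22, a ligand of the same receptor, rose by 2.17 (standard error 0.44, adjusted p = 0.0012), Mmp19, a matrix metalloproteinase, by 1.66 (standard error 0.27, adjusted p = 0.00013), Il1rn, the antagonist of the interleukin 1 receptor, by 1.46 (standard error 0.30, adjusted p = 0.0012) and Retnla, a secreted protein induced by IL-4, by 1.56 (standard error 0.41, adjusted p = 0.0082). Mmp12 rose by 4.92 (standard error 0.45, adjusted p = 1.7e-07). All values are from limma. Mmp9 (1.14, standard error 0.35, adjusted p = 0.020) and Ighm, the heavy chain that the paper calls Igh-6 (2.11, standard error 0.68, adjusted p = 0.027), were above WT without passing. The study chose these genes on the same arrays.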

In the IL-4 regulated pathway, 9 anti-inflammatory genes were up regulated in 9 V/null lung (Table 2). Two genes (Igh-6 and Rentlα) were up regulated by 4 wk and then continuously up regulated at 12 to 28 wk. 

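At 4 weeks in 9V/null lung, Retnla had a log2 fold of 0.91 (standard error 0.55, adjusted p = 0.36) and Ighm of -1.09 (standard error 0.91, adjusted p = 0.53), by limma from 2 arrays against 4. Mmp12 had 0.92 (standard error 0.60, adjusted p = 0.39), Mmp19 0.85 (standard error 0.36, adjusted p = 0.16) and Il1rn -0.55 (standard error 0.40, adjusted p = 0.45). None of these 5 anti-inflammatory genes passed at this age, where limma gave 9877 of all probe sets an unadjusted p under 0.05. The errors of a single age are wide, and the WT mice were older.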

The other seven anti-inflammatory genes were unchanged at 4 wk. These less significant changes in the anti-inflammatory genes at the age of 4-wk reflect the underdevelopment of alternatively activated macrophage features. With age (12-, 18- or 28-wk), all anti-inflammatory genes were consistently up regulated including the NOS2 counteracting enzyme arginase type II (Arg2), cytokine/chemokine CCL17/CCL22, immunoglobulin heavy chain 6 (Igh-6), IL-1 receptor antagonist (IL-1rn), and matrix metallopeptidase MMP9/12/19 (Table 2). Among these genes, MMP12 expression was exceptionally high (37- to 56-fold increased). 

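Mmp12, the macrophage elastase, rose in 9V/null lung by 28.1-fold at 12 weeks (log2 fold 4.81, standard error 0.60, adjusted p = 5.3e-05), 40.9-fold at 18 weeks and 24.4-fold at 28 weeks, by limma from 2 arrays against 4 at each age. Over the 4 ages its log2 signal was 11.77 ± 1.88 (SD, n = 8) in 9V/null lung against 7.84 ± 0.34 (SD, n = 4) in WT lung. From 4 weeks to the later ages it rose by 4.00 (standard error 0.56, adjusted p = 0.00054) on the log2 scale. Mmp19 passed at each of the 3 later ages with log2 folds of 1.67, 1.68 and 1.62, and Ccl17 with 2.16, 3.42 and 2.66. Il1rn passed at 12 and 18 weeks with 1.75 and 1.53. None of Ccl22, Mmp9, Ighm and Retnla passed at 1 of these single ages.

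**Figure D2:**
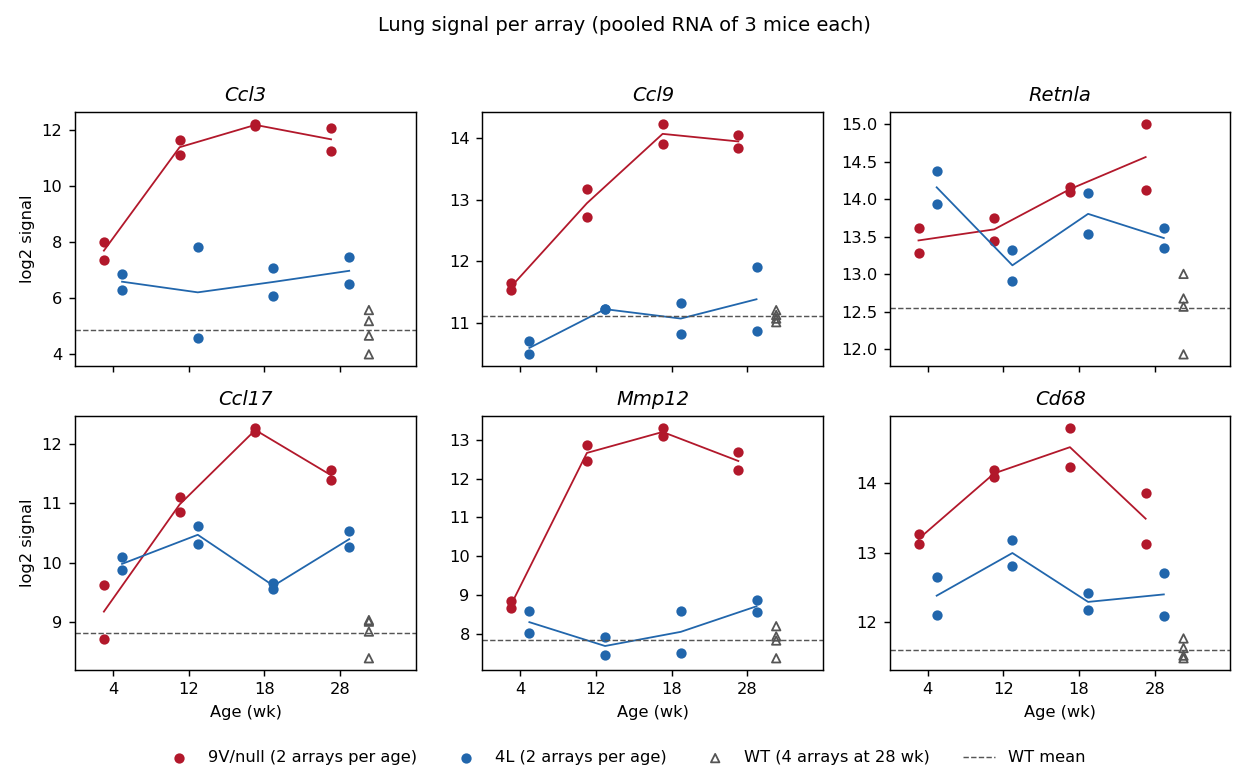
Signals of single lung arrays on a log2 axis for genes of the pro- and anti-inflammatory groups and macrophage markers, by age in weeks, for 9V/null, 4L and WT mice, with each point 1 array of pooled RNA. At 4 weeks Mmp12 in 9V/null lung was 1.90-fold of WT.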

MMP-12, macrophage elastase, functions to degrade extracellular matrix components, e.g., elastin, and is involved in acute and chronic pulmonary inflammatory diseases associated with an intense airway remodeling [17,18]. The anti-inflammatory genes, e.g., IL-4, and the macrophage scavenger receptor CD163 did not meet statistical significance, but were positive by immunohistochemistry. 

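Il4 had a log2 fold of -0.41 (standard error 0.71, adjusted p = 0.74) in 9V/null lung over 12 to 28 weeks by limma. Cd163, a haemoglobin scavenger receptor of macrophages, had -0.69 (standard error 0.31, adjusted p = 0.11), and over the 4 ages all 8 arrays of 9V/null lung were below all 4 of WT lung (-0.75, standard error 0.29, adjusted p = 0.067). In WT lung the log2 signals were 6.41 ± 1.06 for Il4 and 9.54 ± 0.20 for Cd163 (SD, n = 4). In 9V/null liver Cd163 fell by 1.47 (standard error 0.34, adjusted p = 0.0062) over the later ages and was lower than in 4L liver, with a log2 difference of -1.48 (standard error 0.27, adjusted p = 0.0040).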

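In 9V/null liver, Mmp12 rose over 12 to 28 weeks by a log2 fold of 6.58 (standard error 0.49, adjusted p = 1.4e-08) by limma from 6 arrays against 3, and passed at each of the 3 ages. Its signal on the WT arrays was 33.8, 13.8 and 15.4, next to the floor of 16, so the fold is not exact, and with a floor of 64 the log2 fold was 4.94. The paper's Discussion gives 16 to 22-fold. Il1rn rose over 12 to 28 weeks by 1.91 (standard error 0.33, adjusted p = 0.00075), Ccl22 by 2.18 (standard error 0.49, adjusted p = 0.0052) and Mmp19 by 1.35 (standard error 0.29, adjusted p = 0.0042). At single ages, Il1rn passed at 12 weeks (1.75, standard error 0.42, adjusted p = 0.0070) and not at 18 or 28 weeks. Ighm had a log2 fold of 0.59 (standard error 0.74, adjusted p = 0.68) and Retnla of -1.41 (standard error 0.45, adjusted p = 0.043), which did not pass. The effect of Retnla in lung was above that in liver by 3.06 (standard error 0.58, adjusted p = 0.0093) over the 4 ages. Over the mean of 4 ages, the calls of Ccl22 and Il1rn did not pass in a separate fit per tissue (2.21, adjusted p = 0.055 and 1.69, adjusted p = 0.024) or without WT replicate 1 (1.60, adjusted p = 0.058 and 1.26, adjusted p = 0.026).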

With 9 V/null liver mRNA, only three anti-inflammatory genes (Igh-6, IL-1rn and MMP12) were consistently up regulated (Additional file 5) indicating differential effects on the IL-4-regulated anti-inflammatory pathway genes in lung and liver. 

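Ccl17 rose from 4 weeks to the later ages in 9V/null lung by 2.39 (standard error 0.46, adjusted p = 0.0073) on the log2 scale and Il1rn by 2.01 (standard error 0.38, adjusted p = 0.0068), by limma. In 9V/null liver, Mmp12 rose with age by 5.76 (standard error 0.56, adjusted p = 1.8e-06), Ccl6 by 1.10 (standard error 0.21, adjusted p = 0.0038) and Cd44 by 1.12 (standard error 0.23, adjusted p = 0.0064). In 9V/null lung the median log2 fold of the 11 anti-inflammatory genes was -0.05, 1.46, 1.59 and 1.62 at 4, 12, 18 and 28 weeks, and that of the 13 pro-inflammatory genes was 0.17, 1.59, 1.10 and 1.03. The paper concludes from its folds that both pathways change together with age and by tissue.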

In 9 V/null lung, these data show that the IL-4 regulated anti-inflammatory cytokines/mediators were also temporally and spatially altered and they were expressed in parallel with coordinate pro-inflammatory genes with disease progression.

The pro- and anti-inflammatory gene expression patterns were analyzed in the more attenuated 4L model. In 4L lung, the percentage of altered macrophage activation genes was ~50% of that in 9 V/null lungs (Table 1). No pro-inflammatory genes were altered in 4L lungs during disease progression (Table 2), and the immunohistochemistry as well as routine histology were identical to WT. 

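In 4L lung, Msr1 was lower than in WT at 12 weeks (log2 fold -2.41, standard error 0.55, adjusted p = 0.0031), and 0 of the pro-inflammatory genes were higher at any of the 4 ages by limma, where 12100, 15289, 8896 and 12454 of all probe sets had an unadjusted p under 0.05 at 4, 12, 18 and 28 weeks. Ccl3 had log2 folds of 1.73, 1.35, 1.72 and 2.12 at these ages that did not pass, and Mmp12 of 0.47, -0.14, 0.22 and 0.87. The lines differed in lung over 12 to 28 weeks by log2 folds of 5.15 (standard error 0.56, adjusted p = 3.6e-06) for Ccl3, 2.42 for Ccl9, 1.76 for Ccl6, 1.99 (standard error 0.30, adjusted p = 0.00032) for Cxcl1 and 4.61 for Mmp12, all higher in 9V/null and all past the thresholds. Single ages rest on 2 arrays against 4.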

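In 4L lung over 12 to 28 weeks, Ccl17 rose by a log2 fold of 1.34 (standard error 0.36, adjusted p = 0.0094), from 6 arrays against 4, and at 12, 18 and 28 weeks it had 1.65, 0.79 and 1.58 without passing. Over the mean of 4 ages limma gave Ccl17 1.30 (standard error 0.34, adjusted p = 0.0073), a call that was lost without any 1 of the 4 WT replicates (log2 folds of Ccl17 from 1.15 to 1.37). Retnla had log2 folds of 1.62 (standard error 0.55, adjusted p = 0.056), 0.57, 1.26 and 0.94 at 4, 12, 18 and 28 weeks, and Ighm of 1.98 (standard error 0.91, adjusted p = 0.13), 1.64 and 2.37 at the 3 later ages. With the probe set of the paper, Ighm rose at 4 weeks by 2.84 (standard error 0.68, adjusted p = 0.0079), where the probe set of highest signal had -0.82.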

Only three anti-inflammatory genes (CCL17, Igh-6 and Rentlα) were consistently (≥2 time points) up regulated in 4L lung. The expression patterns of anti-inflammatory genes in liver of 4L mice were similar to those in the 9 V/null mice. There were no pro-inflammatory genes significantly altered and only the anti-inflammatory genes, Igh-6, IL-1rn, or MMP12, were consistently up regulated in 9 V/null and 4L liver (Additional file 5). 

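In 4L liver, Il1rn had a log2 fold of 1.12 (standard error 0.33, adjusted p = 0.026) over 12 to 28 weeks, Ighm of 1.72 (standard error 0.74, adjusted p = 0.14) and Mmp12 of 0.73 (standard error 0.49, adjusted p = 0.37), by limma from 6 arrays against 3, and none passed. Mmp12 was higher in 9V/null than in 4L liver by 5.85 (standard error 0.40, adjusted p = 1.7e-09) over these ages. Ccl17 was lower than in WT at 4 weeks in 4L liver (-2.20, standard error 0.51, adjusted p = 0.0067) and rose with age by 3.64 (standard error 0.46, adjusted p = 0.00013). Retnla was lower at 18 weeks (-2.54, standard error 0.58, adjusted p = 0.0063). Of the 11 anti-inflammatory genes 0 were higher in 4L liver over 12 to 28 weeks (11544 of all probe sets had an unadjusted p under 0.05), against 4 higher and 1 lower in 9V/null liver.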

In summary, the median expression values of pro-inflammatory and anti-inflammatory genes in 9 V/null lung were 2-fold higher than that in 9 V/null liver and 4L tissues (Figure 6). These data demonstrate the differential RNA expression of pro-inflammatory or anti-inflammatory cytokines/mediators and their correlation with type of mutations and tissues, and disease progression. 

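In 9V/null lung over 12 to 28 weeks, Ccl3 (6.89) and Mmp12 (4.92) had the largest log2 folds of their groups, while Cxcl12 (-0.25), Nos2 (-0.54) and Il4 (-0.41) had values below 0 that did not pass in limma. In the order 9V/null lung, 9V/null liver, 4L lung and 4L liver, the median fold of the 13 pro-inflammatory genes was 2.38, 1.33, 0.794 and 1.08, and that of the 11 anti-inflammatory genes was 2.94, 1.50, 1.23 and 1.66. The middle range of the pro-inflammatory genes in 9V/null lung, between their quartiles, was 0.22 to 2.00 on the log2 scale. With the probe sets of the paper the medians of the pro-inflammatory genes were 3.31, 1.03, 0.917 and 1.08, and those of the anti-inflammatory genes 2.94, 1.28, 1.24 and 1.66. Medians of genes chosen by the study are descriptions and were not tested as groups.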

The results also indicate a differential molecular pathophysiology in 9 V/null or 4L Gaucher disease mice that is likely related to the degree of storage cell infiltration and accumulation of glucosylceramide.

**Figure 6:**
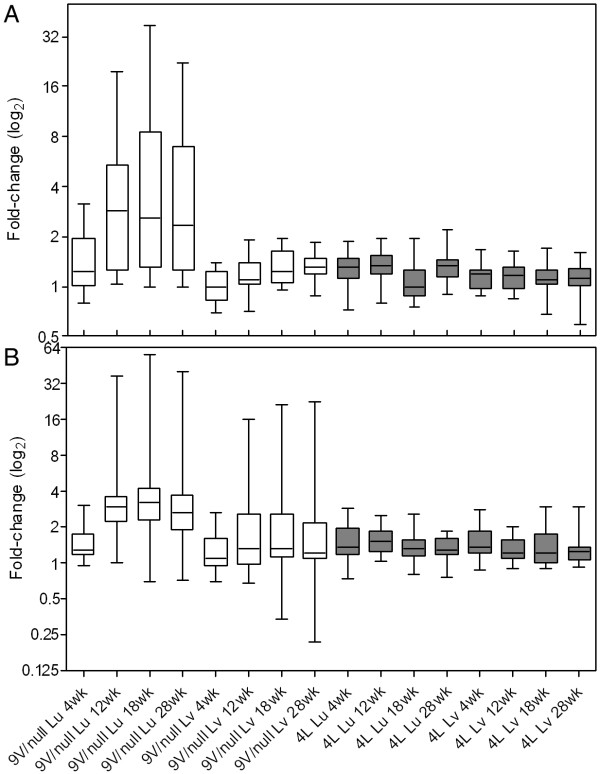
**Time course of expression profiles of pro-inflammatory (A) and anti-inflammatory (B) genes in 9 V/null (white) or 4L (grey) mice**. The box plots of fold change (log2) show the median value of fold change of genes in each group (horizontal bars). The upper and lower boundaries of the boxes indicate the 75^th ^and 25^th ^percentile. The whiskers indicate the minimum and maximum of data set. The median fold change in the pro-(A) and anti-(B) inflammatory genes of 9 V/null lung showed a steep increase from 4 to 12 to 28 wk that paralleled those in 9 V/null livers. The expression levels of these same genes in 4L lung and livers were lower and nearly constant over the time course of the analyses.

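Serial medians of the pro-inflammatory genes, as log2 folds at 4, 12, 18 and 28 weeks, were 0.09, -0.27, -0.03 and 0.02 in 4L lung, 0.03, 0.03, -0.12 and 0.00 in 4L liver and -0.02, 0.20, 0.30 and 0.56 in 9V/null liver. For the anti-inflammatory genes they were 0.18, 0.55, 0.50 and 0.43 in 4L lung, 0.12, 0.69, 0.75 and 0.98 in 4L liver and -0.06, 0.41, 0.38 and 1.16 in 9V/null liver. With the probe sets of the paper the pro-inflammatory medians were 0.50, 0.11, 0.10 and 0.02 in 4L lung, -0.72, -0.29, 0.01 and 0.00 in 4L liver and 0.14, 0.32, 0.01 and 0.48 in 9V/null liver. The anti-inflammatory ones were 0.47, 0.57, 0.33 and 0.53 in 4L lung, 0.37, 0.69, 0.81 and 0.98 in 4L liver and 1.01, 0.43, 0.52 and 0.70 in 9V/null liver, so that the course in 9V/null liver, and in 4L liver for the pro-inflammatory genes, depends on the probe sets. Of the chemokine genes, Ccl3 in 4L lung changed from 4 weeks to the later ages by -0.00 (standard error 0.79, adjusted p = 1.0) and Ccl9 by 0.63 (standard error 0.28, adjusted p = 0.65), and Mmp12 in 4L liver by -0.35 (standard error 0.56, adjusted p = 0.86), none of which passed in limma. Every age is set against the same WT arrays, so that an error of the WT mean shifts all 4 medians of a tissue together.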

### Commonality of significantly expressed genes involved in macrophage activation

To explore the commonality of affected global or macrophage activation genes between two tissues in *Gba1 *variant mice, comparative analyses were displayed as Venn diagrams. More than 50% of the altered genes globally in lung or liver were concordantly and significantly expressed in 9 V/null and 4L mice (Figure 7A and 7B, Additional file 5). These common genes were distributed in all 12 functional categories. 

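Otub1, a deubiquitinase gene, rose by a log2 fold of 3.02 (standard error 0.23, adjusted p = 1.9e-08) in 9V/null lung and of 2.95 (standard error 0.23, adjusted p = 1.4e-08) in 4L lung, and Klf6, a transcription factor, fell by 1.23 (standard error 0.19, adjusted p = 7.9e-05) on the log2 scale in 4L lung. Fcmr, the IgM receptor gene, rose by 1.48 (standard error 0.24, adjusted p = 0.00031) in 9V/null liver, which did not pass in a separate fit per tissue (1.48, adjusted p = 0.017) and was 2.48 at 28 weeks alone. In lung 2672 probe sets passed in both lines in the same direction by limma (1002 higher, 1670 lower) and in liver 1575 (753 higher, 822 lower). Without WT replicate 1 these counts were 1656 and 534, and with the replicate block 1323 passed in both lungs. Both lines were compared with the same WT arrays, which alone makes their folds correlate. The correlation was 0.859 in lung, against 0.666 on average in 20 simulations of unchanged groups, and 0.814 in liver against 0.726. The covariance of the folds exceeded that of the simulations by 0.497 in lung and 0.326 in liver. Independent lists of these sizes would share 196.7 probe sets in lung and 71.6 in liver. With the WT lung arrays halved, so that each line had its own 2, 643 to 764 probe sets passed in both over the 6 splits. The 3 WT liver arrays cannot be halved. In a separate fit per tissue 127 passed in both livers, and at 28 weeks alone 502 in lung and 61 in liver.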

Similar results were obtained by commonality analysis of significantly expressed macrophage activation genes between tissues of both *Gba1 *mutant models. As shown, ~50% of macrophage activation genes in lung or liver of 9V/null mice were similarly affected in 4L mice (Figure 7C and 7D). The intersection of macrophage activation genes in lung or liver from 9 V/null and 4L mice includes pro-/anti-inflammatory cytokines, cytokine receptors, growth factors, and MHC II molecules (Additional file 5). 

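Cd68 rose in both livers, by a log2 fold of 2.03 (standard error 0.22, adjusted p = 4.4e-06) in 9V/null mice and of 1.50 (standard error 0.22, adjusted p = 9.0e-05) in 4L mice, and the lines did not differ by the test (log2 difference 0.53, standard error 0.16, adjusted p = 0.094). At 28 weeks alone the fold in 4L liver did not pass (1.21, adjusted p = 0.023). C1qc, another chain of complement component C1q, rose by 0.97 (standard error 0.16, adjusted p = 0.00011) in 4L lung and by 1.14 (standard error 0.16, adjusted p = 3.0e-05) in 9V/null lung, where it did not pass at 28 weeks alone (0.91, adjusted p = 0.016). By limma, of the 56 entries that the paper lists as common to both lungs, 23 passed in both lines, 19 higher and 4 lower, and 53 had the same sign in both. With the probe sets of the paper 36 passed in both, 28 higher and 8 lower, and 56 had the same sign. Of 13 genes common to both livers, 4 passed in both and 9 had the same sign (8 and 12 with the probe sets of the paper). In lung 2 entries differed between the lines. The overlap was chosen by the study on these arrays, and both lines share their WT arrays.

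**Figure D3:**
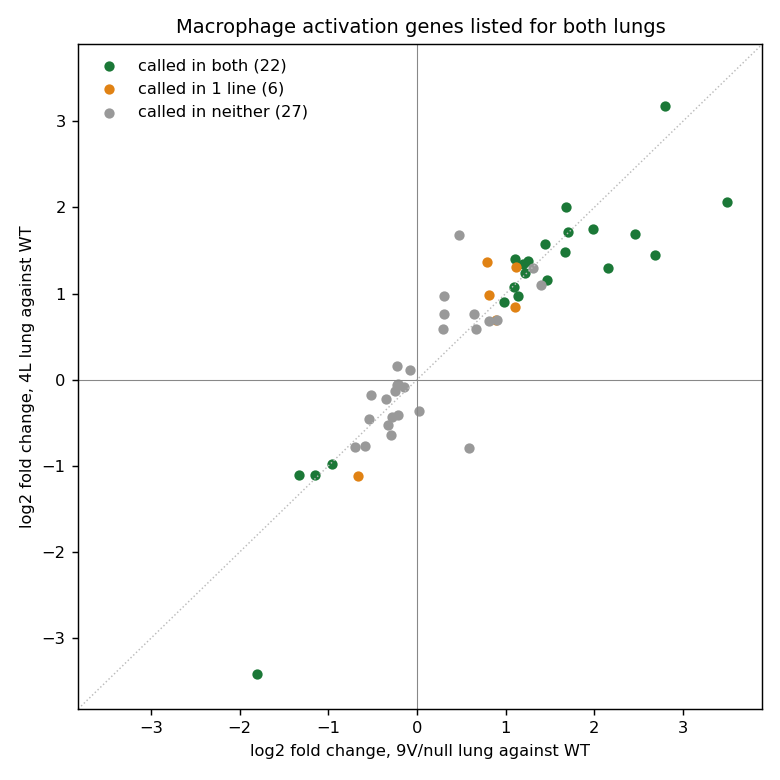
Log2 fold against WT in 9V/null lung and in 4L lung for the 55 genes behind the paper's list of macrophage activation genes common to both lungs, 1 point per gene over the mean of 4 ages. Of these, 22 passed in both lines, 6 in 1 line and 27 in neither.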

All the matched macrophage activation genes in the intersection were concordantly up or down regulated in both lung and liver of 9 V/null and 4L mice. These data suggest a common basic pathway of macrophage activation genes in multiple tissues of *Gba1 *mutated mice. 

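H2-DMb2, a chain of the chaperone that loads peptides onto MHC class II molecules, rose by a log2 fold of 1.45 (standard error 0.19, adjusted p = 2.2e-05) in 9V/null lung and of 1.58 (standard error 0.19, adjusted p = 5.8e-06) in 4L lung. H2-Ab1, a class II beta chain, rose in 4L lung by 0.99 (standard error 0.13, adjusted p = 1.5e-05). C1qb rose in 9V/null lung by 1.26 (standard error 0.17, adjusted p = 1.7e-05). Single genes were tested by limma with n = 8 arrays against 4. Of 13 MHC class II genes in 9V/null lung, 2 were higher and 0 lower (2 and 0 when adjusted over the list alone, adjusted p = 5.2e-05 from camera and adjusted p = 0.035 with an estimated correlation). In 4L lung, 4 were higher and 0 lower (4 and 0 when adjusted over the list alone, adjusted p = 0.0033 from camera and adjusted p = 0.33 with an estimated correlation). Of 11 genes of MHC class I presentation, 2 were higher and 0 lower (2 and 0 when adjusted over the list alone, adjusted p = 0.00034 from camera and adjusted p = 0.26 with an estimated correlation) in 9V/null lung. Of 16 complement genes in the same lungs, 4 were higher and 0 lower (4 and 0 when adjusted over the list alone, adjusted p = 0.0024 from camera and adjusted p = 0.13 with an estimated correlation). The H2 genes differ in sequence between mouse strains, and 4L mice lack the FVB genes of the 9V/null and WT mice.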

In the lung of the 9 V/null and 4L models, all genes for antigen processing related to MHC II and some complement components were up-regulated (Additional file 5). The effect of MHC on cytokine production has been shown to be particularly important in resistance of mice to intracellular pathogens [19]. These data imply that GCase deficiency and resultant substrate accumulation stimulated multiple immune response genes. The above analyses demonstrate that substantial numbers of macrophage activation genes were significantly affected in *Gba1 *variant mice, most of them were up-regulated and concordant with the disease progression from 12 to 28 wk, many were shared among tissues, but some were more tissue specific. Although the molecular cascades in macrophage activation are not yet known, the tissue-/mutation-type and disease progress correlated profiles of macrophage activation-related genes suggest common temporally and spatially regulated mechanisms in the pathophysiology of Gaucher disease. The expression profiles of these genes also indicated macrophage activation in *Gba1 *variant mice with significant heterogeneity between the tissues and mutation types.

**Figure 7:**
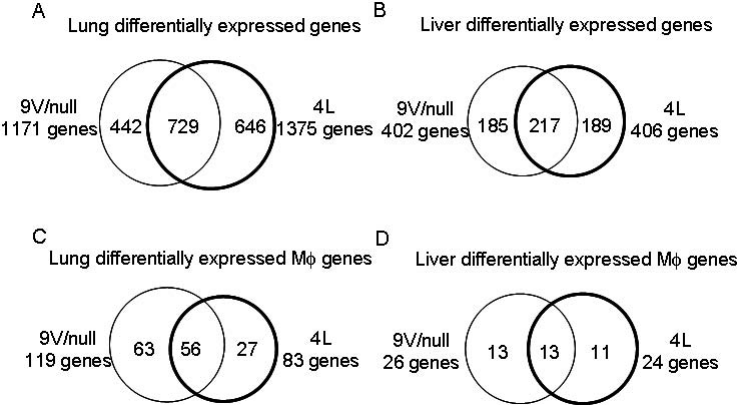
**The commonality and uniqueness of significantly differentially expressed genes (A and B) and macrophage activation genes (C and D) in lungs (A and C) and livers (B and D) from 9 V/null and 4L mice**. Venn diagrams show the absolute number of differentially expressed genes in 9 V/null or 4L tissues. Among the differentially expressed genes, 729 in lung (A) and 217 in liver (B) were common to 9 V/null and 4L mice. In comparison, the uniquely expressed genes in 9 V/null or 4L lungs were 442 or 646, respectively; and 185 or 189 in 9 V/null or 4L livers. In (C and D) the Venn diagrams represent the number of differentially expressed macrophage activation genes in 9 V/null and 4L lungs (C) and livers (D). Among these genes, 56 in lungs and 13 in livers were found common to 9 V/null and 4L mice. The numbers of uniquely expressed genes in 9 V/null or 4L lungs were 63 or 27, respectively; 13 or 11 in 9 V/null or 4L livers. The expression values of these genes are in Additional file 4.

### Effects of genetic background on mRNA profiles

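Ifi202b, an interferon-inducible gene that varies between mouse strains, was higher in 9V/null than in 4L lung by a log2 difference of 4.52 (standard error 0.41, adjusted p = 1.7e-07), and its fold against WT was -4.35 (standard error 0.50, adjusted p = 2.5e-06) in 4L lung and 0.17 (standard error 0.50, adjusted p = 0.84) in 9V/null lung. At 28 weeks alone the difference of Ifi202b did not pass (4.48, adjusted p = 0.011), and with a floor of 64 it was 2.88 and the fold in 4L lung -2.71. Gstp3 was higher in 9V/null than in 4L liver by 4.05 (standard error 0.17, adjusted p = 2.9e-13). Gpnmb differed between the livers of the lines by 3.67 (standard error 0.31, adjusted p = 6.2e-08) over the mean of 4 ages, by -3.33 at 4 weeks and at 28 weeks alone by 5.54, and its fold against WT was 5.50 (standard error 0.41, adjusted p = 2.1e-08) in 9V/null and 1.83 (standard error 0.41, adjusted p = 0.0040) in 4L liver. In 4L liver it did not pass in a separate fit per tissue (1.83, adjusted p = 0.069) or with a floor of 64 (1.11, adjusted p = 0.031). By limma, 54 probe sets differed between the lines the same way in lung and in liver, where 1.0 would be shared by independent lists. The 9V/null and WT arrays share the FVB part of the background, and the 4L arrays have none. The FVB arrays of the paper were not analysed here, so strain and mutation stay joined in a comparison of 4L mice with WT or 9V/null mice.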

The genetic backgrounds of 9 V/null (FVB and C57BL/6J-129SvEvBrd) and 4L (C57BL/6J-129SvEvBrd) were slightly different, since the 9 V/null was generated by crosses of 9 V/9 V (C57BL/6J-129SvEvBrd) with null/WT (FVB) mice. To validate the macrophage gene expression profile and evaluate effects of the FVB strain on gene expression, FVB WT data sets (2 chips at 4 different time points each tissue) were run using the same methods and standards. A total of 48 chip sets (each 8 chip data from 9 V/null lung and liver, 4L lung and liver, and FVB WT lung and liver) were loaded into Partek Genomics Suite 6.4, and the data were normalized and analyzed (see Methods). FDR was set at 0.01 and fold change was set at ±1.8 for significance.

The numbers of significantly expressed genes in 9 V/null lung based upon the WT controls from these two different genetic backgrounds are as follows. With the FVB WT as control data set, 910 genes with significantly altered expression were selected. Among them, 10% (90/910 genes) were macrophage activation genes and 1.6% (15/910) were pro-/anti-inflammatory genes (Additional file 6 and Additional file 7 Table S1). The commonality of macrophage genes selected based upon different genetic background was also analyzed. Among 90 macrophage genes (FVB_8chip_), 52% (47 genes) were the same as with genetic matched controls (FVB/C57BL/6J-129Sv_chip_). Also, 83% of INFγ/IL-4 regulated pathway genes were shown to have similar gene expression profiles using either of the two genetic backgrounds. Although some variation exists in the selected genes and their expression significance, the macrophage activation genes, including INFγ and IL-4 pathway genes, were identified as a major functional group using either strains.

### Validation of selected mRNA expression

The genes identified by microarray analyses were selectively validated by real-time RT-PCR of the same pooled RNA as used for chip analyses. Primer sets for CCL9, Msr1, CCL17, and MMP12 were used in duplicate assays and β-actin RNA was used as an internal control. The results show similar patterns of cytokine gene expression to those obtained by chip analyses. The fold-change values obtained with real-time RT-PCR were 2- to 4-fold higher than those from chip analyses (Figure 8). This reflects inherent differences of the two methods.

**Figure 8:**
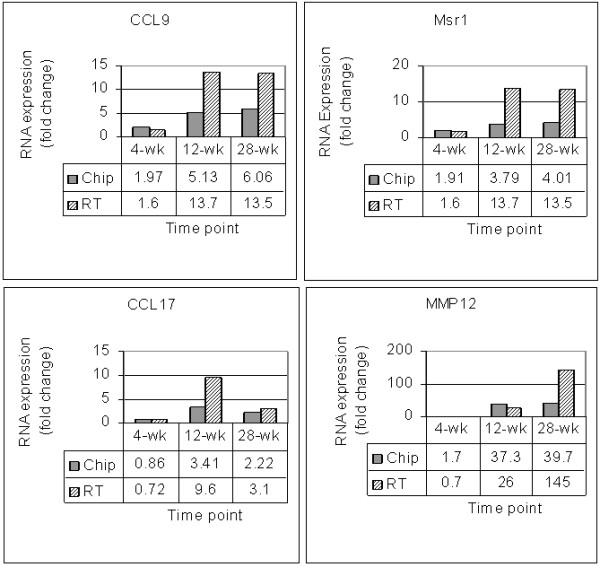
**RT-PCR verification of selected cytokine gene expression levels**. Pooled lung RNA samples used for microarray analyses were used for RT-PCR of CCL9, Msr1, CCL17, MMP12, and β-actin. Signals for these genes from 9 V/null and WT lung RNAs were normalized to β-actin RNA. The average values (fold changes) for RT-PCR (hatched bar) represent the ratios of 9 V/null and WT at each time point (X-axis). The fold change values were from 2 separate triplicate experiments. The comparative fold changes (Table 1) for each respective gene from the microarray analyses are shown as grey bar.

### Immunohistochemical studies of the macrophage activation related genes

Histological and immunohistochemical studies were conducted with lung and liver sections from 9 V/null and 4L mice to correlate gene expression patterns with protein levels. As shown, numerous large storage cells were observed in 9 V/null lung with positivity for the surface antigens, CD68 and F4/80 (Figure 2). 

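In 9V/null lung, Cd68 rose over the 4 ages by a log2 fold of 2.23 (standard error 0.19, adjusted p = 1.3e-07), from 11.60 ± 0.13 (SD, n = 4) in WT to 13.83 ± 0.61 (SD, n = 8) on the log2 scale. Its folds at 12, 18 and 28 weeks were 5.81, 7.54 and 3.70 in lung and 5.96, 5.29 and 4.04 in liver, and all 6 passed in limma. In 4L mice the folds of Cd68 at these ages were 2.63, 1.62 and 1.74 in lung, where that at 12 weeks passed (adjusted p = 0.00100), and 2.41, 3.57 and 2.31 in liver, where that at 18 weeks passed (adjusted p = 0.00036). Over 12 to 28 weeks Cd68 passed in 4L lung (log2 fold 0.96, standard error 0.21, adjusted p = 0.0017) and in 4L liver (1.44, standard error 0.22, adjusted p = 0.00028). In lung Cd68 was higher in 9V/null than in 4L mice by 1.48 (standard error 0.18, adjusted p = 2.4e-05) over these ages, and in liver the difference did not pass (0.89). Over the mean of 4 ages Cd68 passed in 4L lung (0.92, standard error 0.19, adjusted p = 0.0014) but not at 28 weeks alone (0.80, adjusted p = 0.055) or, at under 1.8-fold, without mutant replicate 2 (0.83, adjusted p = 0.0035).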

CD68 RNA also was elevated in lungs (3.3-7.2 fold) and livers (2.0-4.8 fold) of 9 V/null mice at 12 to 28 wk, but they had no significant alteration in 4L lung and liver (Additional files 1 and 4). This result would be expected because of the large number of storage cells in the lungs of 9 V/null mice. Immunohistochemical staining with CD68 antibody showed high intensity CD68-positive storage cells in the lung (Figure 2, middle) and liver (not shown). CD68-positive cells were quantified and showed 205 and 241 per 20 representative fields (40×) in the lung from two 9 V/null mice. A few small sized CD68-positive cells were observed in WT lung at 28 wk (Figure 2, middle). In 4L lungs, multiple (268 ± 38, 40× field, n = 10) small CD68-positive macrophages were present at 28 wk (Figure 2, middle). F4/80 (Emr1) RNA signals were within ±1.8-fold range in all 9 V/null and 4L tissues. 

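Adgre1, the gene of F4/80, a surface receptor of mature macrophages, had log2 folds between -0.52 and 0.57 over the 2 lines, 2 tissues and 4 ages, and none passed in limma. Over 12 to 28 weeks the folds of Adgre1 were 0.941 in 9V/null lung, 0.848 in 4L lung, 1.15 in 9V/null liver and 1.42 in 4L liver. The largest of these, in 4L liver, was a log2 fold of 0.50 (standard error 0.17, adjusted p = 0.052). On the log2 scale the gene averaged 11.02 ± 0.35 (SD, n = 8) in 9V/null lung and 11.21 ± 0.17 (SD, n = 4) in WT lung.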

By immunohistochemistry, F4/80 positive macrophages were 190 and 174 per 20 fields (40×) in the lung of two 9 V/null mice. The qualitative staining intensity of F4/80-positive storage cells was weak to medium compared to that of CD68 positive cells in lung of 9 V/null mice (Figure 2, bottom).

Macrophage activation in 4L and 9 V/null mice was evaluated using antibodies to cytokines corresponding to genes with differential RNA expression. Antibodies to pro-inflammatory cytokines INFγ, IL-6, NOS2 (Figure 9), CCL2, CCL3, CCL9 (Figure 10), and TNFα (Figure 11) stained storage cells intensely in lungs from 9 V/null mice and were quantified microscopically (see below). Some NOS2 positive cells were present in 4L lungs, but the antibodies to the other cytokines were negative (Figure 9). The RNA expression level of INFγ, IL-6, NOS2 and TNFα in 9 V/null lungs did not satisfy the FDR ≤ 0.01, but the respective proteins could be detected by immunohistochemistry at 12 to 28 wk. By dual immunofluorescence staining, many TNFα signals co-localized with CD68 signals in 9 V/null lung; the TNFα intensity was relatively weak compared with CD68 signal (Figure 11, merged pictures). TNFα signals in 4L lung at 12 and 18 wk were also positive, but with lower intensities and in fewer cells compared with those in 9 V/null lung at 28 wk (data not shown).

**Figure 9:**
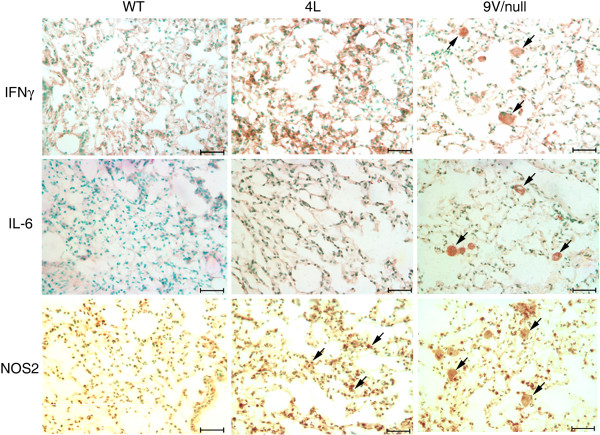
**Expression of IFNg and pro-inflammatory cytokines in lung macrophages of WT, 4L, and 9 V/null mice**. Lung sections were from 28-wk age-matched mice. Large storage cells in 9 V/null lungs were positive for IFNg, IL-6, and NOS2 (arrows). In 4L lung, a few, small NOS2 signal positive cells present (arrows). WT lungs did not exhibit positive staining. The scale bars are 20 μm. Magnification = 400×.

**Figure 10:**
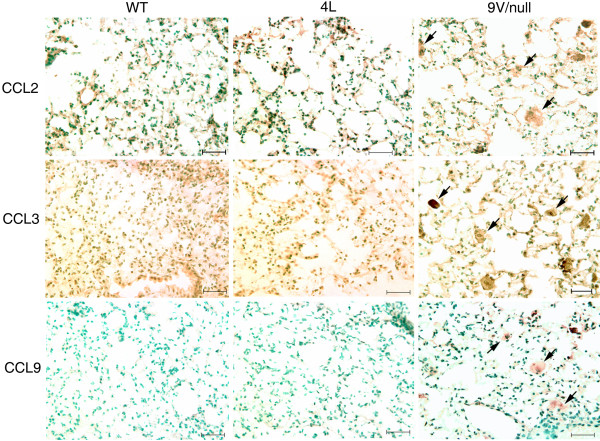
**Expression of CCL2, 3, and 9 in lung macrophages of WT, 4L and 9 V/null mice**. Lung sections from WT (left), 4L (middle) and 9 V/null (right) mice at the age of 28-wk were the same as in Figure 2 and 9. Abundant large storage cells in 9 V/null lungs were positive for CCL2, CCL3, and CCL9 (e.g., arrows). 4L and WT lungs were negative. The scale bars are 20 μm. Magnification = 400×.

**Figure 11:**
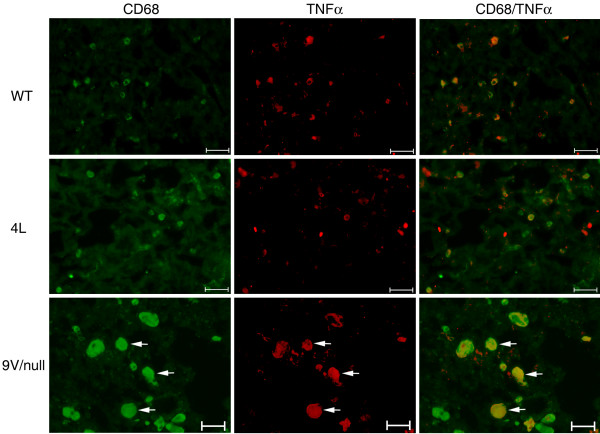
**Expression of TNFα and colocalization with CD68 in lung macrophages from WT, 4L, and 9 V/null mice**. Anti-CD68 is green (FITC) and anti-TNFα is red (Alexa-610). Abundant large storage cells in 9 V/null lungs were CD68 or TNFα positive (e.g., arrows). 4L and WT lungs showed a few scattered small positive cells but none appeared to be positive for both antibodies. TNFα and CD68 colocalized in many of 9 V/null macrophages (yellow). The scale bars are 20 μm. Magnification = 400×.

In 9 V/null lungs, positive signals were also evident for the anti-inflammatory cytokines, IL-4, MMP12, and Arg2 (Figure 12), and CD163 (Figure 13). As with some pro-inflammatory genes, the RNA expression of IL-4 or CD163 genes in 9 V/null lungs did not satisfy the FDR 0.01, but their protein levels were assessed by immunohistochemistry or immunofluorescence staining at 12 to 28 wk. The signals of IL-4 positive macrophages were relatively weak in lung of 9 V/null at 28 wk, and no signals were detected in WT and 4L lung (Figure 12). The staining intensity with Arg2 and MMP12 antibody was at intermediate levels in 9 V/null lung at 28 wk (Figure 12). Arg2 positive cells also were observed in the lung of 4L mice at 28 wk. CD163 signals were significant in lung of 9 V/null mice compared with the signals in WT and 4L tissues (Figure 13), and these mostly co-localized with CD68 signals. In 4L mouse lung, the macrophages were small. The antibody positive macrophages for CCL2, CCL3, CCL9, IL-6, NOS_2_, IL-4, or MMP12 were quantified as above and showed 79 to 122 per 20 fields in 9 V/null lung (Figure 14); INFγ or Arg2 antibody positive cells numbered 220 or 190 per 20 fields. The intensity of each antibody staining at 4 to 28 wk showed a concordant pattern with the RNA expression profile. These studies show differential expression of macrophage activation related genes in the various mice with *Gba1 *mutations that were nearly cell specific.

**Figure 12:**
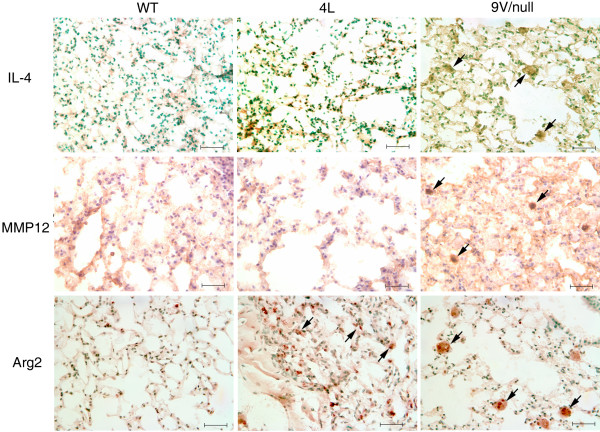
**Expression of IL-4, MMP12 and Arg2 in lung macrophages from WT, 4L, and 9 V/null mice**. Lung sections were as in Figure 2, 9, 10 and 11. Large storage cells in 9 V/null lungs were positive for IL-4, MMP12, and Arg2 (e.g., arrows), whereas only a few were in 4L lungs. WT lungs were negative. The scale bars are 20 μm. Magnification = 400×.

**Figure 13:**
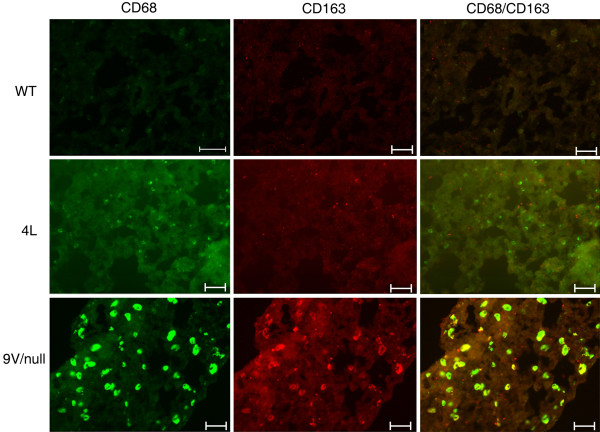
**Expression of the scavenger receptor, CD163, and CD68 in lung macrophages from WT, 4L, and 9 V/null mice**. Anti-CD68 is green (FITC) and anti-CD163 is red (Alexa-610). The colocalization (yellow) of CD163 signals with CD68 in 9 V/null lungs showed about half the storage cells were double positive and no cells staining only with CD163. Some low level signals for CD68 and CD163 were seen in small cells in 4L lungs. The scale bars are 20 μm. Magnification = 400×.

**Figure 14:**
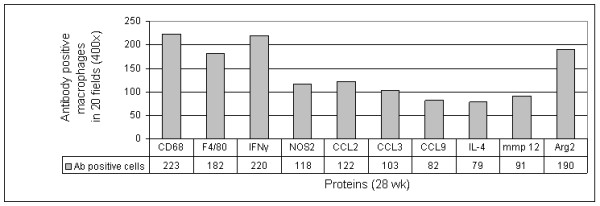
**Heterogeneity of cytokine expression in lung macrophages of 9 V/null mice**. The pro-/anti-inflammatory cytokine antibody stained lung sections from 9 V/null mice of 28-wk (Figure 9, 10 and 12) were analyzed (20 serial fields at 400×). The antibody positive macrophages were quantified in each field, and plotted (Y-axis) for each cytokine protein (X-axis). The numbers below each column are the respective antibody positive macrophages counts.

### IFNγ and IL-4 regulated pathways and gene expression networks

PathwayArchitect 2.0.1 (Stratagene, La Jolla, CA) and Ingenuity Pathways Analysis (Ingenuity Systems, Inc.) were conducted to summarize the potential interactions of pro-inflammatory or anti-inflammatory cytokines/mediators based on the RNA microarray data and immunohistochemical data (Figure 15). Nine of 13 macrophage pro-inflammatory genes were significantly affected at 4 wk (Figure 15A, left, red or orange color). Beginning at 12 wk, all 13 pro-inflammatory genes were significantly up regulated at the RNA or protein levels, and then remained at up-regulation until 28 wk (Figure 15A). Most of anti-inflammatory genes in the 9 V/null lung were not changed at 4 wk (Figure 15B, white color), but were at 12 to 28 wk (Figure 15B, red or orange color). Interestingly, the up-regulation of IL-4 was only detected at 28 wk. This pro- or anti-inflammatory pathway model summarizes a significant coordination and interaction of pro- or anti-inflammatory cytokines/mediators in the disease process.

**Figure 15:**
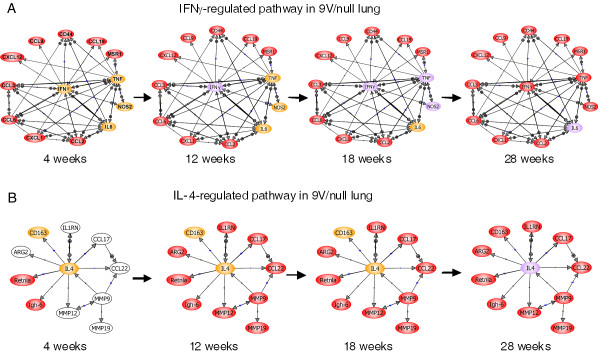
**Time course changes in cytokine network pathways of lungs from 9 V/null mice**. Thirteen pro-inflammatory (A) and eleven anti-inflammatory (B) genes were differentially regulated in lungs of 9 V/null mice across the 4 to 28 wk period. IFNg-regulated pro- or IL-4-regulated anti-inflammatory genes were selected using Ingenuity Pathway Analysis and the pathways were built using PathwayArchitect 2.0.1. Expression levels of pro- or anti-inflammatory genes are represented by color: red ≥ 1.8 fold change; white within ±1.8 fold change. The connecting lines between genes indicate interactions. The expression of IFNγ, IL-6, NOS2, TNFα, IL-4 and CD163 did not meet the statistical significance, but did have antibody positivity. Theses are designated as: weak (orange), medium (purple), or high (red) immunohistological signals.

A potential global gene expression network and a cascade regulation initiated by macrophage activation genes were evaluated using PathwayArchitect 2.0.1 and Ingenuity Pathways Analysis programs. A total 391 significantly expressed genes in 9 V/null and 345 genes in 4L lungs were connected in the IFNγ- or IL-4-regulated pro-/anti-inflammatory pathway (Figure 16A and 16B). This network was built with a high confidence index of direct and indirect interactions. In this cascade network, IFNγ- and IL-4-regulated pro-/anti-inflammatory genes as core genes (red) connected with many different functional pathways through key genes. These key genes are significantly connected to the next group genes in the cascade of network (connectivity >1000) [20]. The included main gene groups in each cascade regulation were for transcription (green), kinase activity (blue), cell death (purple), and signal transduction (yellow) (Additional file 8).

**Figure 16:**
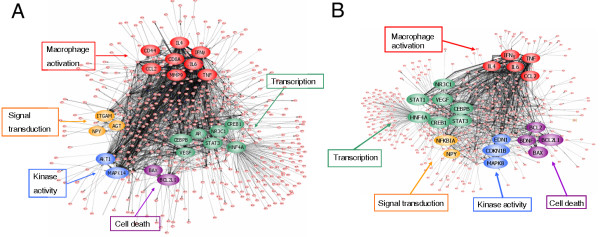
**Global gene expression network profiles**. In 9 V/null lung 391 genes (A) and in 4L lung 345 genes (B) were analyzed as a cascade network using PathwayArchitect 2.0.1 and Ingenuity Pathways Analysis programs. These genes had a high confidence index of direct and indirect interaction with IFNγ/IL-4 macrophage activation genes, which function as core genes (red) and connect to the cascade network via key genes. Gene interactions are shown by the connecting lines. The key genes are those that can be connected to multiple genes. The major key genes are highlighted with different colors for macrophage activation (red), transcription (green), kinase activity (blue), cell death (purple), and signal transduction (yellow) (Additional file 8).

## Discussion

The genome-wide transcriptome data presented here demonstrate genotype and tissue-type related gene expression patterns in 9 V/null and 4L mice that are analogues of human Gaucher disease. Interestingly, the percentage of functional categories containing dysregulated RNAs was similar across all 9 V/null or 4L tissues, except for the macrophage activation genes that showed ~2-fold enrichment in 9 V/null lung, the most extensively involved organ (Table 1). Another identified group was that for immune response genes, which were altered only in 9 V/null lung. Among the 54 immune response genes, 47 overlapped with the macrophage group. Since histological analyses did not find obvious T-cell and B-cell infiltration in 9 V/null lung, these immune responses likely emanated from macrophages. Macrophage activation in 9 V/null lung was also supported by hierarchical clustering analysis in which the 117 genes in cluster 3 (Figure 3) were exclusively expressed in 9 V/null, rather than in 4L lung; a third of these were macrophage activation genes (Figure 3, highlighted region). These results indicate significant involvement of macrophage activation genes in 9 V/null lung, which was concordant with the extensive macrophage infiltration in the lungs. Moreover, the complementary histopathological studies showed that the nature of macrophage activation was not uniform between tissues or within macrophages in a specific tissue. These data support the concept of a variety of dysregulated macrophages that are tissue and disease state dependent as a dynamic component of the Gaucher disease/glucosylceramide storage pathophysiology.

Engorged macrophages are a hallmark of Gaucher disease, and these cells were differentially activated in tissues of 9 V/null and 4L mice at the mRNA, cellular, and immunohistochemical levels. The progressively increasing sizes and numbers of macrophages in visceral organs of *Gba1 *variant mice, because of the lipid storage, was particularly evident in lungs of 9 V/null mice from 12 to 28 wk (Figure 1). Immunohistochemistry with the antibodies to selected IFNγ-regulated pro-inflammatory and IL-4-regulated anti-inflammatory cytokines showed that these cytokines were expressed in lung macrophages, but not in lung epithelial cells, i.e., there were pro- and anti-inflammatory responses (or activation) of the lipid-laden macrophage. Also, such analyses showed significant expression of the IFNγ protein in lung macrophages of 9 V/null mice at 12 and 28 wk (Figure 9), but lesser expression in liver. These expression patterns were concordant with the differential activation of macrophages in these tissues as was evident by both microarray and morphologic data. In addition, IFNγ and its regulated pathway genes were less aberrant in tissues of the 4L mice, a more attenuated model, as ascertained by RNA or protein analyses. These results implicate pro-inflammation as a primary pathophysiological mechanism in Gaucher disease, as well as the degree of alterations in this pathway in the severity of Gaucher disease involvement. The production and secretion of cytokines from storage macrophages can be the important factors for the extracellular matrix components and function as they influence the interaction of surrounding macrophages with phagocytotic or endocytotic ligands and propagate the pathophysiology [21].

IFNγ is a potent activator of macrophages and induces the expression of >300 genes, including those in the inflammatory mediator/chemokine pathway [22]. Also, activated macrophages can be a significant source of IFNγ [23-25]. Importantly, IFNγ inhibits macrophage proliferation and protects them from apoptosis [26], thereby prolonging their survival within inflammatory loci [27]. Here, the RNA expression levels of IFNγ, IL-6, NOS2, and TNFα were not significantly increased (FDR = 0.01), but their protein levels were specifically and highly expressed in the large lung macrophages. This observation indicates that the expression of these proteins and RNAs could be missed in whole tissue homogenates in which there may be large dilutional effects, if expression is restricted to specific cell types that make up a small percentage of total cells, e.g., macrophages. Importantly, 12 other cytokines are in the IFNγ pathway and could be downstream modulated by this cytokine. For example, IFNγ can induce TNFα and NOS2, and has differential effects on several individual chemokine genes [8] that provide for selective stimulus sensitivity in mediating restricted pattern of chemokine gene expression. Transcripts for CXCL1/12 and the CCL chemokines (CCL2, 3, 6, 9 or 19) can be enhanced by Th1-related inflammatory mediators including IFNγ, IL-6, TNFα, or LPS [28,29] as well as modulating the effects of each other (Figure 15). The outcomes of such interactions lead to a cascading cytokine pro-inflammatory dysregulation that propagates Gaucher disease. Indeed, TNFα is a major regulator of chemokine gene expression, e.g., CXCL2, CCL3 and IL-6 [30-37]. The finding here that TNFα protein was up regulated (Figure 11) implicates its downstream cytokine network during Gaucher disease progression. Also, cytokines, e.g., CCL3, act synergistically with other macrophage chemokines [38] to maintain the pro-inflammatory reactions.

Pro-inflammatory cytokines play a critical role in macrophage/leukocyte recruitment and adhesion [39-42] and they recruit new macrophages to involved tissues via this cytokine network. Under the stimulus of accumulating glucosylceramide and other glucolipids, such a positive feedback macrophage-cytokine-macrophage cycle can be envisioned to expand and promote progression and the recruitment of additional pro-inflammatory cytokines/mediators networks (Figure 15). The progressive cascade is schematically shown in Figure 15 in which numerous interacting cytokines and chemokines are progressively up-regulated during disease progression from 4 to 28 wk. IFNγ central to this cascading network with initial mRNA up-regulation of β- and α-chemokines, as well as Mrs1 (macrophage scavenger receptor 1), TNFα, and NOS2. Among these interacting factors is the pleiotropic cytokine IL-6, which is a systemic alarm for tissue damage [43-45]. The β-chemokines, CCL2, CCL3, CCL6, CCL9, CCL19, and the α-chemokines, CXCL1, CXCL12, mediate pro-inflammatory effects in the various types of cells and also have synergetic effects on their targets [30,33,46]. The macrophage scavenger receptor 1 (Msr1) has been implicated in many macrophage-associated physiological and pathological processes through endocytosis [47]. NOS2 and arginase were up-regulated at the RNA and protein levels in the 9 V/null mice, and as has been observed in *ex vivo *studies [48]. NOS2 produces nitric oxide from arginine and stimulates pro-inflammation [49-51]. NOS2 production in macrophages up-regulates vascular endothelial growth factor (e.g. VEGF) production and activates angiogenic activity [52,53]. In comparison, arginase2 is a negative angiogenic regulator that inhibits NOS2 activity [54]. Thus, arginase2 and NOS2 alternative pathways in activated macrophages [24] and their up-regulation in 9 V/null mice simultaneous pro- and anti-inflammatory networks are being activated in the Gaucher disease process.

Interrogation of the IL-4 mediated anti-inflammatory network highlights significantly differential expression of 11 anti-inflammatory genes, indicating that participation of the aamφ IL-4 pathway that counteract expression of macrophage pro-inflammatory cytokines and induce molecules that facilitate tolerance, healing and expression of innate immunity receptors, e.g. the scavenger receptor, CD163 [7,55,56]. The IL-4 pathway (Figure 15B) displays the IL-4 time course and interactions over the 4 to 28 wk period. After an initial lag period from 4 to 12 wk, a network of such Th2 response genes [57,58] is up-regulated at the RNA and/or protein levels. This network includes the structurally and functionally related matrix metalloproteinases MMP9/12/19 that are endopeptidases important to remodeling processes [9,17,59,60]. These MMPs are among the most highly-expressed genes in most 9 V/null tissues. The high level expression of MMPs correlated with chronic fibrotic processes in 9 V/null lung and liver (unpublished observation). MMP12 expression occurs in human alveolar macrophages [18,61] and airway smooth muscle cells [62], and in murine alveolar type II epithelial cells [63] or primary lung fibroblasts [64]. The immunohistochemistry showed very strong signals in the lipid-laden macrophages, and much weaker signals in other lung cells (Figure 12). The extremely high level of MMP12 expression (37 to 56-fold in 9 V/null lung and 16 to 22-fold in 9 V/null liver) implicates the aamφ in Gaucher disease progression.

The aamφs are also implicated in the disease progression in 9 V/null mice as evidenced by CD163 expression [10,65] and, particularly, expression of the IL-1 receptor antagonist (IL-1rn). IL-1rn inhibits the activities of IL-1A and IL-1B, and modulates IL-1 related immune and inflammatory responses. IL-1rn is typically produced by aamφ and regulated by IL-4 [66,67]. The interactions of these anti-inflammatory cytokines are schematically shown in Figure 15 and indicate an overall description of pro-/anti-inflammatory networks in *Gba1 *mutant mice.

The global gene expression networks integrate the gene expression patterns observed in 9 V/null or 4L mice. In these networks, more than 1/3 of significantly expressed genes were connected through the cascade interactions of pro- and anti-inflammatory genes. Although the macrophage involvement is major histopathological finding, about 3% of the genome was significantly altered at a molecular level during the development of the disease process. The propagation of the disease clearly depends on a generalized pro- and anti-inflammatory disruption.

Macrophages display marked phenotype heterogeneity *in vitro *and *in vivo*, including the responsiveness to endogenous and exogenous stimuli [8]. Such heterogeneity results in differential phagocytosis or endocytosis, intracellular signaling and gene activation or repression [21,68]. Macrophage heterogeneity was observed in the 9 V/null and 4L models by their differential activation and tissue distribution. Large lipid-laden macrophages (CD68 and F4/80 positive) were mostly observed in the lung of 9 V/null mice. Quantitative immunohistochemistry showed only some cytokines/effectors (i.e., IL-6, NOS2, CCL2, CCL3, CCL9, IL-4, and MMP12) were present in ~50% of lung macrophages (Figure 14). However, IFNγ and Arg2 were present in nearly all of such macrophages. The corresponding RNAs of the cytokine/effectors were also up regulated. The basis for this heterogeneous expression of cytokine proteins in macrophages is unknown, but may be due to the different origins, differentiation sates, or maturation of the macrophage populations.

The genetic background of mice can influence gene expression profiles. Interstrain variations (1-3%) of gene expression profiles have been shown in different brain regions of mouse inbred strains [69-72]. For example, such variation can be observed in the differential susceptibility to a wide range of pathogens [73-76]. Here, 9 V/null and 4L mice had mixed strain backgrounds from three in-bred mouse strains FVB and/or C57BL/6J-129Sv. To evaluate the potential effects of mouse strain background on the expression profiles of macrophage activation genes, the WT data sets from FVB and three inbred mixed strains were used in the analyses. The result showed >50% of significantly expressed macrophage activation genes were shared when either of the two background controls were used. There was 83% concordance in the INFγ- and IL-4- regulated pathway genes. In addition, comparative analyses were conducted with duplicate lung RNA chip data from WT adult mice of three different genetic backgrounds (FVB, C57BL/6J, or 129Sv). The combined WT data generated 790 significantly expressed genes in 9 V/null lung (data not shown). About 60% of significantly expressed macrophage genes were concordant between FVB only or strain-matched WT controls, including >90% of INFγ-/IL4-regulated pathway genes (data not shown). The results showed general agreement of the gene expression profiles from individual WT backgrounds with those from WT controls either pure FVB or strain-matched backgrounds. The results show that macrophage activation genes are a significant functional group in the propagation of Gaucher disease in several genetic backgrounds.

## Conclusions

We demonstrated direct relationships between the degree of tissue glucosylceramides and the gene expression profile alterations. These analyses implicate IFNγ-regulated pro-inflammatory and IL-4-regulated anti-inflammatory networks in differential disease progression with implications for understanding the Gaucher disease course and pathophysiology.

## Methods

### Materials

The following were from commercial sources: RNA Later and TOTALLY RNA kit (Ambion, Austin, TX). Antibody sources are as the follows: Anti-INFγ, CCL2, CCL3, CCL9, CD68, F4/80, IL-4, CD68, and Goat anti-rat-HRP (Serotec, Raleigh, NC). Anti-TNFα (Biosource, Camarillo, CA). Anti-Arg1, Arg2 and CD163 (Santa Cruz, CA). Anti-NOS2 (Chemicon, Temecula, CA), Anti-IL6 (R & D, Minneapolis, MN). Anti-MMP12 (Biomol, Plymouth Meeting, PA). Horse anti-goat-HRP, ABC Vectastain and DAB Substrate Kit (Vector laboratory, Burlingame, CA). Sheep anti-mouse-HRP, Streptavidin-Alexa Fluor 488, Goat anti-rabbit Alexa Flour610, Goat anti-rabbit-HRP (Molecular Probes, Irvine, CA). High Capacity cDNA Archive Kit and SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA).

### *Gba1 *mutated mice

V394L/V394L homozygote (4L) and D409V/null mice (9 V/null) were generated with mixed genetic backgrounds. 4L mice were 50% of C57BL/6J and129SvEvBrd and 9 V/null mice were 50% of FVB, 25% of C57BL/6J and129SvEvBrd [16]. The wild-type (WT) controls were strain genetic background matched adult mice (50% of FVB, 25% of C57BL/6J and129SvEvBrd,). All mice were housed under pathogen-free conditions in the barrier animal facility and according to IACUC standard procedures at Cincinnati Children's Hospital Research Foundation.

### Glycosphingolipid analyses

Glycosphingolipids in liver and lung from *Gba1 *mutant and WT mice (5 mg tissues) were extracted with chloroform and methanol as described [77]. Glucosylceramide analysis was carried out by ESI-LC-MS/MS using a Waters Quattro Micro API triple quadrupole mass spectrometer (Milford, MA) interfaced with Acquity UPLC system. The ESI-MS/MS was operated in the multiple reaction monitoring mode for monitoring transition pair of the individual protonated parent ions and their common daughter ion m/z 264. Calibration curves were built for C16, C18 and C24:1 β-glucosylceramides using C12 β-glucosylceramide as an internal standard (Matreya, LLC and Avanti Polar lipids, Inc.). The extracted glycosphingolipid samples were suspended in methanol containing internal standard and injected (10 μL) into the LC/MS. The level of total glucosylceramide in the liver and lung were normalized to mg tissue weight.

### RNA preparation and microarray hybridization

Lungs and livers were collected from 9 V/null and 4L mice at the age of 4, 12, 18 and 28 wk, and from genetic background matched adult WT mice (28 wk) and age-matched FVB WT mice (4 - 28 wk) for total RNA preparation. Collected tissues were immediately immersed in RNA Later and tissue RNAs were extracted using the TOTALLY RNA kit. Each tissue RNA set for microarray analysis was pooled from 3 age and genotype matched mice and at least duplicate sample sets for each genotype, tissue, and age were used. This represents 39 labeled RNA sample sets (4 WT, 8 9 V/null and 8 4L lung RNAs; 3 WT, 8 9 V/null and 8 4L liver RNAs) were submitted to the CCHRF Affymetrix Microarray Core for hybridization to Affymetrix GeneChip Mouse Genome 430 2.0 Arrays using standardized protocols. Labeled cRNA synthesis, GeneChip hybridization, washing and staining followed standard Affymetrix protocols. The probed arrays were scanned with the Affymetrix GeneChip^® ^Scanner 3000 and the intensities of array signals were captured with GeneChip Operating Software (GCOS) v1.1.0, according to standard Affymetrix procedures. The entire microarray data set is available at the Gene Expression Omnibus (GEO) accessible through GEO series accession number GSE23408.

### GeneChip quality assessment

Array data were evaluated for quality assessment using the procedures in the Affymetrix based on scaling factor (10-50), percent present (>30%), and housekeeping gene yielding 3'/5' signal ratios <3. Global normalization for outliers or "bad chips" was conducted with each sample/chip. The normalized intensity values were subjected to hierarchical clustering to determine the relative signal intensity of tissue RNA samples derived from different developmental stages and to identify the outlier(s) or bad chips. GeneChips that passed these screenings were used for subsequent analyses to identify significantly affected genes in tissues of 4L and 9 V/null mice at various time points. To evaluate the affects of strain or genetic background, additional control chip data were from age-matched WT FVB mice (4 to 28 wk, 2 chips for each age group).

### Microarray data normalization and analysis

The chip data for each mouse variant and corresponding WT controls with 2 tissue types and 4 different time points were loaded into Partek Genomics Suite 6.4 (Partek, Inc., St Louis, MO) and normalized using the RMA (robust multiarray average) algorithm [78]. Sample relationships were examined using principal components analyses that revealed no strong technical effects, which may encumber the subsequent analyses. To identify expression changes between genotypes, a mixed-model ANOVA was performed and chosen to partition subject, tissue, age, and genotype. The following linear mixed model (equation) was generated to detect differential expression on a gene-by-gene basis:

$${\text{Y}}_{\text{ijkm}}={\text{G}}_{\text{i}}+{\text{T}}_{\text{j}}+{\text{A}}_{\text{k}}+{\text{GTA}}_{\text{ijk}}+{\text{S}}_{\text{m}}+\varepsilon_{\text{ijkm}}$$

Here y_ijkm _is the expression of the gene for ith genotype, jth tissue, and kth age, and mth subject. The symbols G, T, A, GTA and S represent effects due to genotype (G), tissue (T), age (A), genotype-by-tissue-by-age interaction (GTA), and subject (S). The error for each gene for sample ijk is designated ε_ijkm_. Genotype, tissue, and age are fixed effects, and subject is a random effect in the mixed model. For each comparison, a linear contrast was set up to obtain the relative fold changes between each mutant and WT control for each tissue at all time points. Four contrasts were added in the computation: 9 V/null vs. control and 4L vs. control in lung and liver. False Discovery Rate (FDR) was used to further guard against false positives because of multiple testing [79]. FDR was set at ≤0.01 and fold change was set at ±1.8.

### Functional classification

Significantly affected or differentially expressed genes were subjected to an intensive search to identify biological functions. Functional classifications were performed using the Gene Ontology classification obtained through the DAVID Bioinformatics Database (available at http://david.abcc.ncifcrf.gov/home.jsp), and public information and/or literature references. The enriched functional categories were determined by Fisher Exact Test using the corresponding murine genome as a reference dataset. The significance was set at *p*-value < 0.05. The differentially expressed genes were grouped into the following categories (Table 1): catalytic activity, cell death, cytoskeleton, immune response, intracellular signaling cascade, kinase activity, lipid metabolic process, lysosome, macrophage activation, response to stress, transcription and transport.

### Clustering of gene expression profiles

Hierarchical cluster analysis of the significantly expressed genes was performed using GeneSpring GX 7.3 (Agilent Technologies, Inc., Santa Clara, CA), which showed the correlated groups of genes and their expression patterns across all time points.

### Network and Pathway analysis

The significantly differentially expressed genes in the lung of 9 V/null or 4L were loaded into PathwayArchitect 2.0.1 (Stratagene, La Jolla, CA) and built into IFNγ- or IL-4- regulated pathways and global networks. The pathways and networks were constructed based upon the published literature, Ingenuity Pathways Analysis (Ingenuity Systems, Inc), and PathwayArchitect 2.0.1 (Stratagene, La Jolla, CA).

### Common genes selection

The common differentially expressed genes and consistently expressed macrophage activation genes in the lung or liver between 9 V/null and 4L mice were displayed as Venn diagrams.

### Real-time RT-PCR

To verify selected targets from the RNA chip data, real-time RT-PCR assays were developed. RNAs (10 μg) from the same pooled samples as used for microarray chip analyses were used for real-time RT-PCR assays. Each RNA sample was reverse-transcribed (RT) using High Capacity cDNA Archive Kit to synthesize total RNA-cDNA templates with random hexamers. Real-time RT-PCR was conducted using SYBR Green PCR Master Mix with sequence specific primers for CCL9, Msr1, CCL17, MMP12, and β-actin cDNA (Additional file 7 Table S2). The reaction mixtures were incubated in ABI/Prism7000 Sequence Detection System for 40 cycles (95°C, 15 sec and 60°C, 20 sec). The primers were designed with Primer Expression 2.0 (Applied Biosystems) and spanned exon/exon conjunctions (Additional file Table S2). The real-time RT-PCR signals from each RNA primer set were normalized by β-actin signals.

### Histological studies

Mouse tissues (liver and lung) were collected and fixed in 10% buffered formalin for hematoxylin and eosin (H&E) staining and light microscopic studies. For immunohistochemistry and immunofluorescence staining, tissues were fixed in 4% paraformaldehyde/phosphate buffered saline (PBS), pH 7.4, and processed for frozen sections. Tissue sections were blocked with 5% nonfat milk containing 0.4% Triton X-100 in PBS. Tissue sections were incubated with primary anti-mouse cytokine antibodies at 4°C overnight, and then with the compatible secondary antibodies at room temperature (1 h). The secondary antibodies were conjugated with fluorescene or horseradish peroxidase (HRP), or a biotinylated secondary antibody/streptavidin-dye system was used. CD68 (FITC) was used as a macrophage marker, and cytokines were detected using specific antibodies and biotin/streptavidin-conjugated dye Alexa Fluor-610. Positively stained macrophages were quantified using a series of 20 frames (magnification 400×) and counted using MetaMorph 6.1 (Universal Imaging Corp, Downingtown, PA).

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

YHX drafted the manuscript, participated in the design the study, and contributed to experiment. LJ contributed to bioinformatic analyses. BQ and MZ contributed to experiment. KS contributed to histological analyses. BA contributed to bioinformatic analyses. YS, WJZ and KDRS contributed to glucosylceramide analyses. GAG initiated, guided the study project, and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Differentially expressed genes in the lungs and livers of 9 V/null and 4L mice**. Listed significantly differentially expressed genes in the lungs and livers of Gaucher mouse models D409 V/null (9 V/null) and V394L (4L). Click here for file

Additional file 2 **Classification of differentially expressed genes in the lungs and livers of 9 V/null and 4L mice**. Listed functional classification of differentially expressed genes in the lungs and livers of 9 V/null and 4L mice. Click here for file

Additional file 3 **Differentially expressed genes in 9 V/null lungs (cluster 1 in Figure **1**)**. Listed differentially expressed genes and their functional classification in the lungs of 9 V/null mice (cluster 1 in Figure 1). Click here for file

Additional file 4 **Consistently and significantly expressed macrophage activation genes in 9 V/null and 4L tissues**. Listed up-/down-regulated and consistently expressed macrophage activation genes in the lungs and livers of 9 V/null and 4L mice. Click here for file

Additional file 5 **Common and unique macrophage activation genes in 9 V/null and 4L tissues**. Listed common and unique macrophage activation genes in the lungs or livers between 9 V/null and 4L mice. Click here for file

Additional file 6 **Differentially expressed genes in 9 V/null lung vs. WT with various backgrounds**. Listed differentially expressed global genes and macrophage activation genes and their commonality in 9 V/null lungs vs. WT with various backgrounds. Click here for file

Additional file 7 **Table S1**. The effect of WT mouse strain background on the gene expression profiles Analysis of altered genes in 9 V/null lung against the different wild type (WT) backgrounds: FVB/129Sv/C57BL6J mix or FVB WT. Table S2. Primers for real-time RT-PCR. Listed the primers for real-time RT-PCR analyses. Click here for file

Additional file 8 **Differentially expressed genes in network in 9 V/null and 4L lungs**. Listed differentially expressed genes in network and their functional classification in 9 V/null and 4L lungs. Click here for file

# Supplementary material for: Global gene expression profile progression in Gaucher disease mouse models
**Source:** BMC Genomics. 2011 Jan 11;12:20. doi: 10.1186/1471-2164-12-20
**Supplement:** Additional file 7 — Table S1. The effect of WT mouse strain background on the gene expression profiles Analysis of altered genes in 9 V/null lung against the different wild type (WT) backgrounds: FVB/129Sv/C57BL6J mix or FVB WT. Table S2. Primers for real-time RT-PCR. Listed the primers for real-time RT-PCR analyses.

Additional file 7, Table S1. The effect of WT mouse strain background on the gene expression profiles

|  | FVB/129Sv/C57BL6J (28 wk) | FVB (4-28 wk) |
| --- | --- | --- |
| # of significantly expressed genes | 1171 | 910 |
| # of macrophage activation genes | 124 | 90 |
| # of pathway genes | 18 | 15 |
| FDR | <0.01 | <0.01 |

The numbers of genes that were altered in 9V/null lung, which were analyzed against the different wild type (WT) backgrounds. FVB/129Sv/C57BL6J: the matched WT background with 9V/null mice. FVB: FVB background WT samples at 4 different time points.

Additional file 7 Table S2. Table 2. Primers for real-time RT-PCR

| RNA | 5’-primer from | Sequence | Accession |
| --- | --- | --- | --- |
| CCL9 | 5’-primer from 171st bp | 5’-TGCCTCTCCTTCCTCATTCT-3’ | NM_011338 |
|  | 3’-primer from 242nd bp | 5’-TTTGTCTCTGTTGCATGTGTGATC-3’ |  |
|  |  |  |  |
| CCL17 | 5’-primer from 31st bp | 5’-ACCATGAGGTCACTTCAGAGCT-3’ | NM_011332 |
|  | 3’-primer from 159th bp | 5’- AATGGCCCCTTTGAAGTAATCC-3’ |  |
|  |  |  |  |
| Msr1 | 5’-primer from 109th bp | 5’-CATCCCTTCCTCACAGCACTAAA-3’ | NM_031195 |
|  | 3’-primer from 201st bp | 5’-ACACAAGGAGGTAGAGAGCAATGA-3’ |  |
|  |  |  |  |
| MMP12 | 5’-primer from 352nd bp | 5’- ATGAAGCGTGAGGATGTAGACTACA-3’ | NM_008605 |
|  | 3’-primer from 493rd bp | 5’- TGAAGTCTCCGTGAGCTCCAA-3’ |  |
|  |  |  |  |
| β-actin | 5’-primer from 419th bp | 5’-GGCCAACCGTGAAAAGATGA-3’ | NM_007393 |
|  | 3’-primer from 497th bp | 5’-CACAGCCTGGATGGCTACGT-3’ |  |

How the deposited data were processed for this re-analysis (not part of the article)

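RNA from the lungs and livers of 9V/null and 4L mice at 4, 12, 18 and 28 weeks and of WT mice at 28 weeks was measured on Affymetrix Mouse Genome 430 2.0 arrays, each array with RNA pooled from 3 mice. The 39 arrays form 18 groups, with 2 arrays for each mutant line, tissue and age, 4 for WT lung and 3 for WT liver. The authors' deposited table holds linear signal intensity per probe set from GCOS version 1.1, in which the authors had scaled every array to the same trimmed mean before deposit. This was checked on the values, whose mean without the highest and lowest 2% was 1500.01 on every array. The paper's own folds come from RMA values and a mixed-model analysis of variance, which these intensity values do not allow to be repeated, and its random subject term was left out because no subject is given for the arrays.

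Of 45101 probe sets, 64 Affymetrix controls were set apart and 45037 were tested. Values under 16 were set to 16 and turned to log2. A single linear model over all groups was fitted in limma 3.58.1 under R 4.3.3 with empirical Bayes moderation and no block, with 21 residual and 2.21 prior degrees of freedom. The p-values were adjusted by Benjamini and Hochberg within each comparison. A probe set passed, or was called, at an FDR of at most 0.01 with a fold of at least 1.8 either way, the paper's thresholds.

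Each mutant line was compared with WT of its tissue over the mean of the 4 ages, over 12 to 28 weeks and at each age, and 9V/null with 4L mice over the same spans. Further comparisons were those of 12 to 28 weeks with 4 weeks within a line and tissue, of this age change between the lines, and of the effect against WT between lung and liver. The WT mice were 28 weeks old, so only the comparison at 28 weeks is matched for age. The folds between ages or lines within a tissue do not use the WT arrays, while their tests share the spread of all arrays.

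Symbols were joined by probe set. Of the tested probe sets, 34945 had one symbol, 932 several and 9160 none, which left 18193 genes. A gene is given by the probe set with the highest mean log2 value, and by one ending in _x_at only where it has no other. For the paper's own gene lists the paper's probe sets were also tried. Genes were named by a rule set at the start. It takes the genes of the paper's Table 2, the macrophage markers Cd68 and F4/80, the genes named in the sentences that passages attach to, for each main comparison the 10 highest and 10 lowest folds among called genes with the same sign at all ages and no overlap between the arrays of the 2 groups, and up to 4 called members of a gene list. The paper's tables had been read by then. Other named genes, among them Noxo1, Ctsz, Vegfa, Sgpp1, Klf6 and Otub1, were chosen after their values were seen. Some genes that the rule names are not reported here.

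For pathways and cell types, 48 lists were written beforehand and tested with camera from limma at a preset correlation of 0.01, and again with an estimated correlation. The genes, categories and clusters of the paper were chosen by the paper on the same arrays, so counts over them describe and are not independent tests.

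Replicate arrays had Spearman correlations of 0.872 to 0.973, and 4.40% to 12.4% of the probe sets of an array lay under the floor. The model was tested on simulated data with the spread of these arrays. Of 200 probe sets each, it called 3 changed 1.5-fold, 98 changed 2-fold and 187 changed 4-fold, and 2 of 44437 unchanged ones. Of 47 unchanged gene lists, 0 were found. These counts describe the simulated data. On the real arrays, hybridization spike-ins also differed between mutants and WT, and the rate of false calls there was not measured. Folds of the 2 lines in one tissue share their WT arrays, so their correlation was also computed in 20 simulations of unchanged groups and with the WT lung arrays halved.

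Alternatives were another fit, test, normalization, filter, floor, age span, threshold, block, weight or probe set, and each replicate left out in turn. FVB WT arrays, RT-PCR and immunohistochemistry were not analysed here, and the clustering and the enrichment tests of the paper were not repeated.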

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

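Of the tests below, those of the spike-ins, of liver RNA, of the age of the hepatocyte change and of scaling and age in liver were chosen after the result was seen, and the others before.

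Single values of the 4 WT lung arrays stood apart. The median log2 signal of the lysosomal hydrolase and activator list was 12.73 in replicate 1 and 12.89 to 12.91 in the others. In replicate 4, that of the list of IL-4 response genes was 9.281 against 9.635 to 9.655, that of the list of mast cells, basophils and eosinophils 7.17 against 6.453 to 6.567, and the 3' minus 5' log2 signal of Gapdh 0.2466 against -0.1281 to -0.07165. These were 4 of 53 measures whose gap to the nearest array exceeded Dixon's critical share of the range of the 4 arrays, and chance alone flags about 1 in 20 such groups.

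Tests of a difference between groups also passed. The effect against WT differed between lung and liver for 134 probe sets in 9V/null and 232 in 4L mice, and the change with age differed between the lines for 31 probe sets in lung and 59 in liver. Over the mean of 4 ages the lines differed in 303 probe sets in lung and 296 in liver.

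Control probe sets also differed between mutant and WT arrays. Over 18 hybridization spike-in probe sets the median log2 difference was 0.6994 in lung, where 16 reached an adjusted p of 0.01, and 0.3002 in liver, where 7 did. The lowest of 3 18S rRNA probe sets lay at -1.928 in lung and -2.213 in liver and the highest at 1.18 and -0.95, where 1 and 2 reached that adjusted p, so that in lung they did not agree. Medians were for beta-actin 1.22 and 1.52 and for Gapdh 1.30 and 0.90. The list of hepatocyte genes had a median log2 fold of -1.857 in 9V/null against WT lung.

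Many probe sets separated the mutants from WT in both lines and both tissues. In lung the authors' scaling is argued against as the whole cause, since 81.5% (2177 of 2672) of the probe sets called in both lungs were also called in both in the same direction after quantile normalization. So is the age of the WT mice, since the median log2 fold at 28 weeks was 0.841 times that at 4 to 18 weeks there and 98.2% of the probe sets had the same direction. In liver neither can be told apart from an effect of the mutations, since 71.0% (1118 of 1575) were also called after quantile normalization, and the median log2 fold at 28 weeks was 0.546 times that at 4 to 18 weeks, values between those that scaling or age predict and those that they forbid, although 97.5% of the probe sets had the same direction at 28 weeks there too. In both tissues the folds at 28 weeks and at 4 to 18 weeks use the same WT arrays. A part of their agreement in size and direction is therefore built in, and its size was not computed. Matched for age at 28 weeks, 807 probe sets were called in 9V/null lung and 2439 in 4L lung. Labelling or hybridization that differed between WT and mutant arrays stays open. The spike-ins, which do not come from the mice, were higher on the mutant lung arrays by 0.70. The 3' minus 5' log2 signal of beta-actin also differed. In lung its mean was 0.26 in 9V/null, 0.29 in 4L and 0.53 in WT arrays. In liver it was 0.47, 0.61 and 0.94 in the same order. Its bearing on the pattern was not tested. An effect shared by both mutations, the biological reading, also stays open and was not tested apart from labelling or hybridization.

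Hepatocyte transcripts were lower in 9V/null than in WT lung, by camera at the preset correlation but not with an estimated correlation. Scaling is argued against by a median log2 fold of -1.49 after quantile normalization. The age of the WT mice is argued against by the hepatocyte medians of the arrays. Those of 9V/null at 28 weeks differed from those of WT by -1.69 on the log2 scale. Both 9V/null arrays of that age (7.74 and 7.97) lay under the lowest WT array (9.00). Liver RNA carried over into the WT lung samples cannot be told apart from a change in the lung, since 71.1% of 463 liver-restricted probe sets were lower in 9V/null lung, against 56.4% of the others, while 94 of them were called lower and 12 higher. The Alb signal was 6751.5 to 18343 in WT lung and 264.8 to 14602 in 9V/null lung. Lower expression of these genes in the lung itself stays open and was not tested.

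In lung and in liver, 54 probe sets separated 9V/null from 4L mice the same way, 30 higher in 9V/null and 24 higher in 4L, where independent lists would share 1.0, and 4 separated them in opposite ways. The FVB background that 9V/null and WT mice share and 4L mice lack cannot be told apart from the mutations, since 4L lay farther from WT in both tissues for 72.2% (39 of them), 9V/null for 9, and every line has one background. A sequence variant under the probes of one probe set stays open for a part, since 22.4% (11 of 49) of the other probe sets of the same genes differed in the same direction by 1.8-fold. Chromosome segments that differ between the lines also stay open, with 3 pairs of the genes within 5 genes of each other (H2-Aa with H2-Eb1, 2700046G09Rik with Rnls and Ppt1 with Cap1, on chromosomes 17, 19 and 4) against a 95th percentile of 2 in 10000 random sets, of which a share of 0.0094 had as many. An effect of the mutations themselves was not tested apart from these.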

How the results depend on the processing

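There were 2 alternatives chosen after seeing the values: 4 arrays with transcripts of another organ left out, and the 4-week arrays left out of the mean. All others were set before the data were examined. The values as reported were 3708 for 9V/null lung, 4557 for 4L lung, 2595 for 9V/null liver, 2492 for 4L liver, 303 for 9V/null against 4L lung, 296 for 9V/null against 4L liver and 30501 for all single ages against WT together, counted in called probe sets. They were 190 for the age change in 9V/null lung, 5 for the age change in 4L lung, 446 for the age change in 9V/null liver, 102 for the age change in 4L liver, 134 for the tissue difference of 9V/null, 232 for the tissue difference of 4L, 2672 for both lungs and 1575 for both livers, and in genes 53 for macrophage genes in 9V/null lung, 37 for macrophage genes in 4L lung, 13 for macrophage genes in 9V/null liver and 10 for macrophage genes in 4L liver. Median log2 folds over 12 to 28 weeks were 1.25 for the pro-inflammatory median in 9V/null lung, -0.33 for the pro-inflammatory median in 4L lung, 0.41 for the pro-inflammatory median in 9V/null liver, 0.11 for the pro-inflammatory median in 4L liver, 1.56 for the anti-inflammatory median in 9V/null lung, 0.30 for the anti-inflammatory median in 4L lung, 0.59 for the anti-inflammatory median in 9V/null liver and 0.73 for the anti-inflammatory median in 4L liver. Below, counts are given where they left 1.5 times the reported count and medians where they moved by more than the spread between replicates. Looser and stricter thresholds and filters change counts by construction, and the cause was not tested for the rest.

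A separate fit per tissue gave 255 for 9V/null liver, 295 for 4L liver, 99 for 9V/null against 4L liver, 12 for the age change in 4L lung, 51 for the age change in 9V/null liver, 4 for the age change in 4L liver, 127 for both livers, 7 for macrophage genes in 9V/null liver and 2 for macrophage genes in 4L liver. The unmoderated test gave 305 for the age change in 9V/null lung and 378 for the tissue difference of 4L. After quantile normalization the values were 340 for the age change in 9V/null lung, 11 for the age change in 4L lung and 1.75 for the anti-inflammatory median in 9V/null lung. Centring each array on its median gave 115 for the age change in 9V/null lung, 6 for macrophage genes in 4L liver, 1.93 for the anti-inflammatory median in 9V/null lung and 0.50 for the anti-inflammatory median in 4L lung. With the dimmer probe sets left out, the values were 424 for the age change in 9V/null lung, 16 for the age change in 4L lung, 165 for the age change in 4L liver, 275 for the tissue difference of 9V/null, 564 for the tissue difference of 4L and 1.70 for the pro-inflammatory median in 9V/null lung. A floor of 64 gave 418 for the age change in 9V/null lung, 32 for the age change in 4L lung, 154 for the age change in 4L liver, 404 for the tissue difference of 9V/null and 734 for the tissue difference of 4L.

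With the 28-week arrays only, the counts were 807 for 9V/null lung, 2439 for 4L lung, 167 for 9V/null liver, 344 for 4L liver, 56 for 9V/null against 4L lung, 64 for 9V/null against 4L liver, 502 for both lungs, 61 for both livers, 35 for macrophage genes in 9V/null lung, 23 for macrophage genes in 4L lung, 8 for macrophage genes in 9V/null liver and 3 for macrophage genes in 4L liver. The F test over the 4 ages gave 628 for 9V/null against 4L lung, 591 for 9V/null against 4L liver and 6 for macrophage genes in 4L liver. At an FDR of 0.05 there were 6340 for 9V/null lung, 7222 for 4L lung, 4323 for 9V/null liver, 4167 for 4L liver, 504 for 9V/null against 4L lung, 629 for 9V/null against 4L liver, 66101 for all single ages against WT together, 750 for the age change in 9V/null lung, 32 for the age change in 4L lung, 1064 for the age change in 9V/null liver, 297 for the age change in 4L liver, 745 for the tissue difference of 9V/null, 1319 for the tissue difference of 4L, 4506 for both lungs and 2590 for both livers. No fold threshold gave 4041 for both lungs, and a fold threshold of 2 moved none of these values. Array weights gave 6830 for 9V/null lung, 7427 for 4L lung, 155 for 9V/null against 4L liver, 30 for the age change in 9V/null lung, 27 for the age change in 4L lung, 158 for the age change in 9V/null liver, 51 for the age change in 4L liver, 561 for the tissue difference of 9V/null, 1117 for the tissue difference of 4L and 4757 for both lungs. The paper's probe sets gave 16 for macrophage genes in 4L liver, 1.73 for the pro-inflammatory median in 9V/null lung, 0.0450 for the pro-inflammatory median in 9V/null liver and 0.35 for the anti-inflammatory median in 9V/null liver. Of the 2 alternatives added later, leaving out the 4 arrays gave 17 for the age change in 4L lung and leaving out the 4-week arrays 1004 for both livers.

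The replicate block, with the replicate number of the labels in the fit, gave 1817 for 9V/null lung, 2512 for 4L lung, 17360 for all single ages against WT together, 120 for the age change in 9V/null lung, 41 for the tissue difference of 9V/null, 75 for the tissue difference of 4L, 1323 for both lungs and 24 for macrophage genes in 4L lung. The numbers do not pair the arrays, since the residuals of equal numbers correlated by -0.0485 to 0.0245 over 8 pairs of 9V/null with 4L arrays and by -0.0494 to 0.0861 over 8 pairs of lung with liver arrays.

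Each replicate was left out in turn, and an array left alone in its group was assumed to vary like the other groups. WT liver has 3 arrays, so leaving out WT replicate 4 removed a lung array and no liver array. The ranges were 2233 (without WT replicate 1) to 5007 (without mutant replicate 1) for 9V/null lung, 957 (without WT replicate 1) to 4623 (without mutant replicate 1) for 9V/null liver, 1035 (without WT replicate 1) to 3161 (without mutant replicate 2) for 4L liver, 252 (without WT replicate 2) to 489 (without mutant replicate 1) for 9V/null against 4L liver, 16439 (without WT replicate 1) to 26410 (without mutant replicate 2) for all single ages against WT together, 123 (without WT replicate 2) to 158 (without WT replicate 4) for the age change in 9V/null lung, 5 (without WT replicate 1) to 115 (without mutant replicate 1) for the age change in 4L lung and 359 (without WT replicate 3) to 814 (without mutant replicate 2) for the age change in 9V/null liver. They were 76 (without WT replicate 1) to 373 (without mutant replicate 2) for the age change in 4L liver, 37 (without WT replicate 3) to 451 (without mutant replicate 1) for the tissue difference of 9V/null, 60 (without WT replicate 2) to 362 (without mutant replicate 2) for the tissue difference of 4L, 1656 (without WT replicate 1) to 2999 (without mutant replicate 1) for both lungs, 534 (without WT replicate 1) to 1934 (without mutant replicate 1) for both livers and 8 (without mutant replicate 2) to 13 (without WT replicate 3) for macrophage genes in 9V/null liver, and for further results 5 (without WT replicate 1) to 10 (without WT replicate 4) for macrophage genes in 4L liver, 1.45 (without mutant replicate 1) to 1.65 (without mutant replicate 2) for the anti-inflammatory median in 9V/null lung, 0.16 (without mutant replicate 2) to 0.47 (without mutant replicate 1) for the anti-inflammatory median in 4L lung and 0.11 (without WT replicate 2) to 0.86 (without WT replicate 1) for the anti-inflammatory median in 9V/null liver. Inside these ranges, without WT replicate 1 gave 61 for the tissue difference of 9V/null and 93 for the tissue difference of 4L. Without WT replicate 2 gave 1216 for 9V/null liver, 1070 for 4L liver, 17157 for all single ages against WT together, 48 for the tissue difference of 9V/null, 636 for both livers and 6 for macrophage genes in 4L liver. Without WT replicate 3 gave 1581 for 9V/null liver, 1480 for 4L liver, 20315 for all single ages against WT together, 72 for the tissue difference of 4L and 931 for both livers. Without WT replicate 4 gave 2332 for 9V/null lung, 53 for the tissue difference of 9V/null, 101 for the tissue difference of 4L and 1691 for both lungs. Without mutant replicate 1 gave 733 for the age change in 9V/null liver, 274 for the age change in 4L liver, 349 for the tissue difference of 4L and 0.81 for the anti-inflammatory median in 9V/null liver. Without mutant replicate 2 gave 80 for the age change in 4L lung, 220 for the tissue difference of 9V/null, 6 for macrophage genes in 4L liver and 0.36 for the anti-inflammatory median in 9V/null liver.

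Among 923 values of named genes, calls held or stayed absent for 636 with the 28-week arrays only (284 weaker, 1 stronger), 769 with the replicate block (153 weaker), 842 after quantile normalization (72 weaker, 8 stronger), 829 after centring (86 weaker, 8 stronger) and 847 with array weights (64 weaker, 12 stronger). The separate fit kept 647 of 891, with 230 weaker. Leaving out a replicate kept 644 (mutant replicate 2) to 846 (WT replicate 4). Among values called as reported or in the alternative, 6 changed sign: Scd1 in 4L lung after quantile normalization (-0.0465), Ccdc39 with the 28-week arrays only in 9V/null liver (0.19) and 4L liver (0.27), and, with the paper's probe set, Cd44 in 9V/null lung over the 4 ages (1.38) and over 12 to 28 weeks (1.41) and Ighm in 4L lung at 4 weeks (2.84). Sign changes of values called in neither are not in this count. With the paper's probe sets the anti-inflammatory median in 9V/null liver at 4 weeks moved from -0.06 to 1.01. Of 282 tests of gene lists, 223 gave the same answer with an estimated correlation and 59 were weaker. Signal over background limits dim genes, since the floor set their lowest value and a floor of 64 can lower their folds.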

Differences from the paper's values

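In this part, a value is within the paper's where it does not differ from it by more than 1.5 times and the spread of the replicates, and the alternatives are those set before the data were examined. The paper's folds that it writes as negative were turned into ratios, so that all folds are mutant over WT. A call at a single age here needs the FDR within the comparison at that age. The paper's methods name contrasts only by line and tissue, so its rule for a call at a single age may differ.

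For genes called over the ages at the paper's FDR and fold thresholds, in 9V/null lung the paper gives 1171 and 2431 was found here, within it with the replicate block, without WT replicate 1, without WT replicate 2 and without WT replicate 4 and not with the other 16 of 20 alternatives. In 4L lung the paper gives 1375 and 2931 was found here, within it with the 28-week arrays only and the replicate block and not with the other 18 of 20 alternatives. For 9V/null liver the paper gives 402 and 2022 was found here, with none of the 20 alternatives within it. In 4L liver the paper gives 406 and 1949 was found here, within it with the 28-week arrays only and not with the other 19 of 20 alternatives. For genes called in both lines, in lung the paper gives 729 and 1763 was found here, within it with the replicate block and not with the other 19 of 20 alternatives, and in liver the paper gives 217 and 1262 was found here, with none of the 20 alternatives within it.

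Among the macrophage activation genes of the paper for 9V/null lung, the counts were 15 called at 4 weeks in 9V/null lung (the paper's value: 53), 12 of these higher (the paper's value: 42), 3 of these lower (the paper's value: 11), 38 higher from 12 to 28 weeks in 9V/null lung (the paper's value: 96) and 1 lower from 12 to 28 weeks in 9V/null lung (the paper's value: 18). For the 4L lists they were 19 called at 4 weeks in 4L lung (the paper's value: 73), 15 of these higher (the paper's value: 48), 4 of these lower (the paper's value: 25), 22 called from 12 to 28 weeks in 4L lung (the paper's value: 70), 16 of these higher (the paper's value: 43), 6 of these lower (the paper's value: 27) and 3 higher from 12 to 28 weeks in 4L liver (the paper's value: 14). None of the 17 alternatives brought any of these counts within the paper's. All of these counts rest on calls at single ages, for which the paper's rule may differ. For those called in both lungs, counted over all genes that the paper lists for either lung, the paper gives 56 and 29 was found here, within it with quantile normalization, arrays centred on their median, no fold threshold and the paper's probe set and not with the other 16 of 20 alternatives.

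Among the pro-inflammatory genes in 9V/null lung, for those higher from 12 to 28 weeks the paper gives 9 and 5 was found here, within it with the separate fit per tissue, the floor of 64, an FDR of 0.05, array weights and the paper's probe set and not with the other 12 of 17 alternatives. For those called at 4 weeks the paper gives 5 and 1 was found here, with none of the 17 alternatives within it. The count here uses the FDR within the 4-week comparison, which may not be the paper's rule. For the lowest fold of Cd68 from 12 to 28 weeks in 9V/null liver the paper gives 2.0 and 4.04 was found here, within it with arrays centred on their median and not with the other 16 of 17 alternatives. For the lowest fold of Mmp12 over these ages in 9V/null lung the paper gives 37 and 24.4 was found here, within it with quantile normalization, arrays centred on their median, without WT replicate 1, without WT replicate 2 and without mutant replicate 2 and not with the other 12 of 17 alternatives. For the highest in 9V/null liver the paper gives 22 and 127 was found here, with none of the 17 alternatives within it, over WT signals near or under the floor.

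Over the paper's probe sets at 28 weeks, log2 folds here correlated with the paper's by 0.932 in 9V/null lung and 0.925 in 4L lung. The sign was the same for 98.8% and 98.6% of them. Among the pro- and anti-inflammatory genes, lung folds at 28 weeks differed as follows, and those not listed were within the paper's. The fold of Ifng in 9V/null lung was 2.04 (the paper's value: 1.204), within it with the floor of 64, the replicate block, without WT replicate 4 and without mutant replicate 1 and not with the other 12 of 16 alternatives. The fold of Ifng in 4L lung was 0.409 (the paper's value: 1.43505), with none of the 16 alternatives within it. The fold of Ccl2 in 4L lung was 0.649 (the paper's value: 1.4631), with none of the 16 alternatives within it. The fold of Ccl3 in 9V/null lung was 112 (the paper's value: 22.298), with none of the 16 alternatives within it. The fold of Ccl3 in 4L lung was 4.35 (the paper's value: 1.34739), within it with the floor of 64 and not with the other 15 of 16 alternatives. The fold of Cd44 in 9V/null lung was 0.970 (the paper's value: 2.387), within it with the paper's probe set and not with the other 16 of 17 alternatives. The fold of Cd44 in 4L lung was 0.812 (the paper's value: 1.29413), within it with the paper's probe set and without mutant replicate 1 and not with the other 15 of 17 alternatives. The fold of Cxcl1 in 9V/null lung was 3.13 (the paper's value: 7.739), within it with the paper's probe set and not with the other 16 of 17 alternatives. The WT lung means of Ifng (5.45), Ccl3 (4.86), Il6 (5.80) and Nos2 (5.61) on the log2 scale were near the floor of 16, which is 4 on that scale, so the sizes of their folds here are not exact and decide nothing against the paper.

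The fold of Cxcl12 in 9V/null lung was 0.787 (the paper's value: 1.874), with none of the 17 alternatives within it. The fold of Cxcl12 in 4L lung was 0.492 (the paper's value: 1.02985), within it with the paper's probe set and without mutant replicate 1 and not with the other 15 of 17 alternatives. The fold of Il6 in 9V/null lung was 1.86 (the paper's value: 0.9911), within it with the floor of 64, without WT replicate 1 and without mutant replicate 1 and not with the other 13 of 16 alternatives. The fold of Msr1 in 4L lung was 0.645 (the paper's value: 1.07643), within it without WT replicate 1 and not with the other 16 of 17 alternatives. The fold of Nos2 in 9V/null lung was 0.430 (the paper's value: 1.13), with none of the 16 alternatives within it. The fold of Nos2 in 4L lung was 0.511 (the paper's value: 1.20028), with none of the 16 alternatives within it. The last 4 are anti-inflammatory genes. The fold of Ccl17 in 4L lung was 2.99 (the paper's value: 1.67438), with none of the 17 alternatives within it. The fold of Ighm in 9V/null lung was 8.25 (the paper's value: 2.56487), with none of the 17 alternatives within it. The fold of Mmp12 in 9V/null lung was 24.4 (the paper's value: 39.7212), within it with quantile normalization, arrays centred on their median, without WT replicate 1 and without mutant replicate 2 and not with the other 13 of 17 alternatives. The fold of Mmp12 in 4L lung was 1.83 (the paper's value: 1.21714), within it with quantile normalization, the replicate block, array weights, without WT replicate 4 and without mutant replicate 2 and not with the other 12 of 17 alternatives.

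The paper's clusters hold more genes higher than lower in 9V/null lung, while the genes called here were 1092 higher and 1379 lower. After quantile normalization 2011 of 3931 called probe sets were higher. Of the paper's own 1168 probe sets for 9V/null lung, 448 were called higher and 264 lower here, the same balance as in the paper. At 28 weeks, against WT of the same age, 549 called probe sets were higher and 258 lower. The paper chose its list on these arrays, and 98.8% of the list had the same sign here at 28 weeks. Its balance was thus set by that choice and does not locate the difference. More called probe sets were higher than lower both after quantile normalization and at 28 weeks. Whether scaling or the younger ages cause the difference in direction was not tested.

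The paper reports Cd68 as not altered in 4L mice. Here Cd68 passed over 12 to 28 weeks in 4L lung with a log2 fold of 0.96 (adjusted p = 0.0017) and in 4L liver with 1.44 (adjusted p = 0.00028), and the rise of Cd68 in 9V/null lung and liver was also found here. In 4L lung the call did not pass with the replicate block, at a fold of 2, without WT replicate 1 or without mutant replicate 2, and in 4L liver it did not pass in the separate fit per tissue.

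The paper counts Ccl2, Cxcl12, Cd44 and Msr1 among the genes higher in 9V/null lung. There, over 12 to 28 weeks, Ccl2 had a log2 fold of 2.00 (adjusted p = 0.026), Cxcl12 of -0.25 (adjusted p = 0.40), Cd44 of -0.14 (adjusted p = 0.64) and Msr1 of 0.85 (adjusted p = 0.14), and none passed. Ccl2 passed with the separate fit per tissue, a floor of 64, an FDR of 0.05 and array weights, Cd44 with the paper's probe set (1.41, adjusted p = 0.0019), and Cxcl12 and Msr1 with no setting that was run. Ccl3, Ccl6, Ccl9, Cxcl1 and the probe set of CCL19 passed. The paper does not rest on arrays alone for Msr1 and Ccl2. It reports RT-PCR of Msr1 on the same pooled RNA, with a pattern similar to its arrays. It also reports storage cells of 9V/null lung that stained for CCL2. Neither assay was analysed here.

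Of the anti-inflammatory genes that the paper gives as higher in 9V/null lung with age, Mmp9 (1.14, standard error 0.35, adjusted p = 0.020) and Ighm (2.11, standard error 0.68, adjusted p = 0.027) did not pass here over 12 to 28 weeks. Both passed with arrays centred on their median, an FDR of 0.05 and array weights, and Mmp9 also with the separate fit per tissue and with the dimmer probe sets left out. At 4 weeks the paper has Retnla and Igh-6 higher in 9V/null lung, where Retnla had 0.91 (adjusted p = 0.36) and Ighm -1.09 (adjusted p = 0.53) and no setting called them.

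The paper names for 9V/null liver Igh-6, Il1rn and Mmp12 as the genes of this group that were higher. Here Mmp12 (6.58, standard error 0.49, adjusted p = 1.4e-08) and Il1rn (1.91, standard error 0.33, adjusted p = 0.00075) passed, as did Ccl22 (2.18, standard error 0.49, adjusted p = 0.0052) and Mmp19 (1.35, standard error 0.29, adjusted p = 0.0042), and Ighm did not (0.59, standard error 0.74, adjusted p = 0.68) with any setting. In 4L liver it names the same 3, and none passed here, with 1.72 (adjusted p = 0.14) for Ighm, 1.12 (adjusted p = 0.026) for Il1rn and 0.73 (adjusted p = 0.37) for Mmp12. Il1rn passed there at an FDR of 0.05, and over the mean of 4 ages also after quantile normalization, with the dimmer probe sets left out and with a floor of 64. In 4L lung the paper has Ccl17, Igh-6 and Retnla higher at 2 or more ages. Ccl17 passed over 12 to 28 weeks together (1.34, standard error 0.36, adjusted p = 0.0094) and not at single ages, Retnla did not pass (0.93, standard error 0.41, adjusted p = 0.11), and Ighm did not (2.00, standard error 0.68, adjusted p = 0.037) except at an FDR of 0.05 and, at 4 weeks, with the paper's probe set (2.84, adjusted p = 0.0079). Over the mean of 4 ages Retnla passed in 4L lung in the separate fit per tissue, at an FDR of 0.05 and with array weights.

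The paper states that pro-inflammatory genes were not altered in the livers and in 4L lung. In 4L liver Cxcl1 was lower over 12 to 28 weeks (-1.62, standard error 0.37, adjusted p = 0.0054), and with the paper's probe set Cd44 was higher in 9V/null liver (1.86, standard error 0.34, adjusted p = 0.0012) and in 4L liver (1.67, standard error 0.34, adjusted p = 0.0022). In 4L lung Msr1 was lower at 12 weeks (-2.41, standard error 0.55, adjusted p = 0.0031).

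The paper has every gene of antigen processing for MHC class II higher in the lungs of both lines. Of the class II genes that it lists for both lungs, H2-DMb2 and H2-DMb1 (0.90, adjusted p = 0.0021, and 1.03, adjusted p = 0.00055) passed as higher in both here, and H2-Ab1 passed in 4L lung and was higher but under 1.8-fold in 9V/null lung (0.81, adjusted p = 0.00015). A wider list of 13 measured class II genes, written here and not taken from the paper, had median log2 folds of 0.73 in 9V/null lung and 0.57 in 4L lung, where 2 and 4 passed as higher and none as lower. The paper also has all macrophage activation genes that the lines share changed the same way, and of 56 entries for lung 53 had the same sign here, and all of them with the paper's probe sets, while of 13 for liver 9 had it, and 12 with the paper's probe sets.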

Other observations

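The genes and arrays of this part were chosen after their values were seen, and the comparisons with other splits were set at the start.

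Gpnmb rose in 9V/null liver from 4 weeks to the mean of 12 to 28 weeks by 8.29 (standard error 0.50, adjusted p = 9.9e-10) on the log2 scale (6.79 with a floor of 64, since its 4-week signal lay near the floor of 16), by limma from 6 arrays against 2, and its change with age exceeded that in 4L liver by 9.33 (standard error 0.71, adjusted p = 1.2e-07), or 7.76 with that floor, which the separate fit per tissue did not call (adjusted p = 0.017). Mmp12 moved with it, by 5.76 (4.81 with a floor of 64), and Hspb1, a small heat shock protein gene, rose by 4.22. Over the same ages the cell division genes Cdc20, Bub1b and Ccnb2 had log2 changes of -4.24, -4.24 and -4.08 (-2.26 for Bub1b with a floor of 64), and of 28 proliferation genes 17 fell and 0 rose. Cdc20 and Ccnb2 did not pass in the separate fit per tissue (adjusted p = 0.011 for both), Ccnb2 and Hspb1 without mutant replicate 2 (-3.48 and 3.63), and Bub1b without mutant replicate 1 (-4.12) or 2 (-4.36). WT liver was measured at 28 weeks alone, so growth after 4 weeks of age is not parted from the disease.

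In 9V/null lung, Wfdc18 rose with age by 5.11 (standard error 0.76, adjusted p = 0.0010), or 3.24 with a floor of 64, and Wfdc17 by 3.81 (standard error 0.40, adjusted p = 1.1e-05), 2 secreted whey acidic proteins, while Eln, which encodes elastin, the substrate of the Mmp12 protease, changed by -4.51 (standard error 0.46, adjusted p = 9.0e-06). The change of Wfdc17 with age exceeded that in 4L lung by 4.14 and that of Saa3, a serum amyloid gene, by 3.43, and neither difference passed without mutant replicate 1 (3.87 and 3.58) or mutant replicate 2 (4.42 and 3.28). In 4L lung, Igha, the heavy chain of IgA, rose with age by 4.76 (standard error 0.57, adjusted p = 0.0003), which did not pass without either mutant replicate (4.39 and 5.14). In 4L liver, Psat1, an enzyme of serine synthesis, changed by -4.10 (standard error 0.46, adjusted p = 3.1e-05) and the collagen gene Col1a2 by -3.30, neither of which passed in the separate fit per tissue or without mutant replicate 1 (-3.19 and -3.07). These changes with age were not compared with WT.

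Other splits of the arrays were counted with limma on the groups alone, 100 splits for each result with the real one included. For these, the called probe sets of the real split, with the highest count of another split in parentheses, were 2019 (40) for 9V/null against WT lung, 3262 (599) for 4L lung, 23 (13) for 9V/null liver, 111 (19) for 4L liver, 161 (2) between the lines in lung and 64 (2) in liver. Probe sets called in both lines numbered 1780 (3) in lung and 56 (6) in liver, and differences between the tissues 37 (4) for 9V/null and 64 (6) for 4L. For each of these, 1 of 100 splits, the real one, gave a count as large, so that a chance split of the arrays can be excluded, which does not part the mutations from labelling or strain. The macrophage activation genes were chosen by the paper on these arrays, so splits decide nothing for their counts, which were 27 (0) in 9V/null lung and 39 (0) in 4L lung, with 1 of 100 splits as large, and 0 (0) in 9V/null liver and 0 (0) in 4L liver, with 100 of 100. In the fit over all 39 arrays the macrophage counts in the livers were 13 and 10.

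Some arrays held more transcripts of another organ than the other array of their group, with these examples. The median log2 signal of the hepatocyte list was 10.70 in 4L lung at 28 weeks replicate 1 and 8.43 in replicate 2, and 10.05 and 8.60 in 4L lung at 4 weeks replicates 2 and 1, and 8.72 and 6.87 in 9V/null lung at that age. That of the list of alveolar type II cells was 10.11 in 4L liver at 4 weeks replicate 1, with Sftpc at 5252.3 against 955.5 in replicate 2. The list of the exocrine pancreas had in 9V/null liver at 12 weeks replicate 2 a median of 10.72 against 7.67 in replicate 1, and Ctrb1 was 2958.9 against 39.8.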
